# A genome-wide landscape of mRNAs, lncRNAs, circRNAs and miRNAs during intramuscular adipogenesis in cattle

**DOI:** 10.1186/s12864-022-08911-z

**Published:** 2022-10-06

**Authors:** Xinran Yang, Xinhao Ma, Chugang Mei, Linsen Zan

**Keywords:** Cattle, IMF, Preadipocyte differentiation, CircRNA, LncRNA, miRNA, RNA-seq, WGCNA, CeRNA

## Abstract

**Background:**

Intramuscular preadipocyte differentiation plays a critical role in bovine intramuscular fat (IMF) deposition. However, the roles of different RNAs, including mRNAs, circRNAs, lncRNAs and miRNAs, in regulating the adipogenic differentiation of intramuscular preadipocytes remain largely unclear.

**Results:**

In the present study, a whole transcriptome sequencing and analysis, including the analysis of mRNAs, circRNAs, lncRNAs and miRNAs, during different differentiation stages (0, 3, 6, and 9 d) of intramuscular preadipocytes from Qinchuan cattle was performed. All samples were prepared with 3 biological replicates. Here, a total of 27,153 mRNAs, 14,070 circRNAs, 7035 lncRNAs, and 427 miRNAs were annotated. Among them, we identified 4848 differentially expressed mRNAs (DEMs), 181 DE circRNAs (DECs), 501 DE lncRNAs (DELs) and 77 DE miRNAs (DEmiRs) between 0 d and other differentiation days (3, 6, and 9 d). GO and KEGG functional enrichment analyses showed that these differentially expressed genes were mainly enriched in cell differentiation, fat metabolism and adipogenesis-related pathways. Furthermore, weighted gene coexpression network analysis (WGCNA) and co-expression network analysis screened out multiple important mRNAs, circRNAs and lncRNAs related to intramuscular adipogenesis. Based on the competing endogenous RNA (ceRNA) regulatory mechanism, we finally identified 24 potential ceRNA networks and 31 potential key genes, including *FOXO1*/miR-330/circRNA2018/MSTRG.20301, *GPAM*/miR-27b/ciRNA489 and *SESN3*/miR-433/circRNA2627MSTRG.20342.

**Conclusions:**

This study provides new insights into the differential expression patterns of different transcript types (i.e., mRNAs, circRNAs, lncRNAs and miRNAs) in intramuscular preadipocyte differentiation. Our findings provide data support for studying the molecular mechanism of key mRNAs and noncoding RNAs in IMF deposition, and provide new candidate markers for the molecular breeding of beef cattle.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08911-z.

## Background

Intramuscular fat (IMF), as an important component of beef marbling, directly determines the quality of beef [1, 2]. It is closely related to the tenderness, flavour and juiciness of beef [3]. The monounsaturated fatty acids contained in IMF are also more beneficial to cardiovascular health and reduce the risk of fat metabolism-related diseases [4]. IMF deposition is influenced by a variety of factors, including genetics, nutrition and management [5]. Unlike other adipose tissues, IMF deposition in animals occurs mainly from the fetal stage to weaning age. The differentiation of intramuscular preadipocytes mainly occurs in the fetal stage, while the lipid accumulation of intramuscular adipocytes mainly occurs from birth to the weaning age [6–8]. After weaning, the content of IMF is usually increased by means of enhanced nutrition and management, but it also results in the accumulation of visceral and subcutaneous fat, which can be detrimental to the health of the animal. Therefore, it is essential to study the molecular mechanism of intramuscular preadipocyte differentiation. The growth and development of IMF in beef cattle are likewise subject to complex regulation by a variety of genes. For example, the adipokine chemerin promoted the deposition of IMF in cattle by upregulating the expression of *PPARG*, *C/EBPA* and *FABP4* [9]. Single nucleotide polymorphisms in the *CDC10* gene affected the content of bovine IMF [10]. Although these studies on a single regulatory factor can provide some reference and insight, it is more important to systematically reveal the molecular regulatory network of IMF deposition in beef cattle.

Noncoding RNAs are a class of RNAs that do not have or have only weak coding ability. There is growing evidence that noncoding RNAs have regulatory abilities that are not weaker than those of coding RNAs. Three categories of important noncoding RNAs are microRNAs (miRNAs), circular RNAs (circRNAs), and long noncoding RNAs (lncRNAs), which play important roles in a variety of physiological processes, including the regulation of bovine adipose tissue growth and development through chromatin modification, transcriptional activation, and transcriptional/translational interference [11–13]. miRNAs are strongly and functionally conserved among species and were the first noncoding RNAs identified and characterized [14]. Our previous studies have shown that bta-miR-150 regulates the mTOR pathway by targeting the 3’UTR of *AKT1*, thereby affecting the proliferation and differentiation of bovine preadipocytes [15]. bta-miR-376a inhibited bovine adipocyte differentiation through the *KLF15/PPARG* axis [16]. Studies on circRNAs have mainly focused on regulatory effects through competitive endogenous RNA (ceRNA) networks. *circFUT10* has been reported to affect *PPARGC1B* expression by adsorbing let-7 and thereby inhibiting bovine preadipocyte differentiation [17]. *circINSR* indirectly affected *CCND1* and *Bcl-2* expression by binding miR-15/16, thereby regulating bovine fat development [18]. The effects of lncRNAs on bovine fat development are more diverse. For example, different spliceosomes of *lncFAM200B* differentially affected preadipocyte proliferation [19]. In addition, a newly identified *lncRNA BADLNCR1* was able to inhibit bovine adipogenesis by directly suppressing *GLRX5* expression [20].

Whole transcriptome sequencing is the simultaneous sequencing of mRNA, lncRNA, circRNA and miRNA in a sample. The results can truly reflect the actual biological processes and allow direct analysis of the interaction effects between key regulatory elements. Compared with previous sequencing analyses of one type of RNA alone, whole transcriptome sequencing eliminates the batch effect well, and its analysis results have higher accuracy. Whole transcriptome sequencing in porcine subcutaneous adipogenesis and longissimus dorsi muscle of different breeds screened a series of mRNAs/lncRNAs/circRNAs with potential regulatory functions on fat and muscle growth and development, respectively [21, 22]. However, the application of whole transcriptome sequencing technology in the field of bovine IMF deposition is still lacking, and the molecular network regulating bovine IMF deposition is still unclear. In this study, intramuscular preadipocytes isolated from the longissimus dorsi muscle of Qinchuan cattle were used as the research objects. Whole transcriptome sequencing (including circRNA-seq and miRNA-seq) was performed on intramuscular preadipocytes at Days 0, 3, 6 and 9 of adipogenic differentiation. Based on the analysis of differentially expressed genes, the differentially expressed circRNAs, lncRNAs and miRNAs were further screened through a series of bioinformatics analyses. Then, important circRNAs, lncRNAs and miRNAs with potential regulatory effects on bovine IMF deposition were finally identified by predicting the interaction regulatory networks among them. Our results contribute to an improved understanding of the molecular mechanisms of bovine IMF deposition.

## Results

### Adipogenic differentiation of intramuscular preadipocytes

Lipid droplets in intramuscular preadipocytes gradually increased with the induction of adipogenic differentiation (Fig. 1A). Meanwhile, the results of Oil Red O quantification and triglyceride assays also showed a gradual increase in lipid droplets on Days 0, 3, 6, and 9 of adipogenic differentiation (Fig. 1B, C). These results indicated that the bovine intramuscular preadipocytes isolated in the present study exhibited excellent adipogenic differentiation ability and could be used for subsequent studies.

**Fig. 1:**
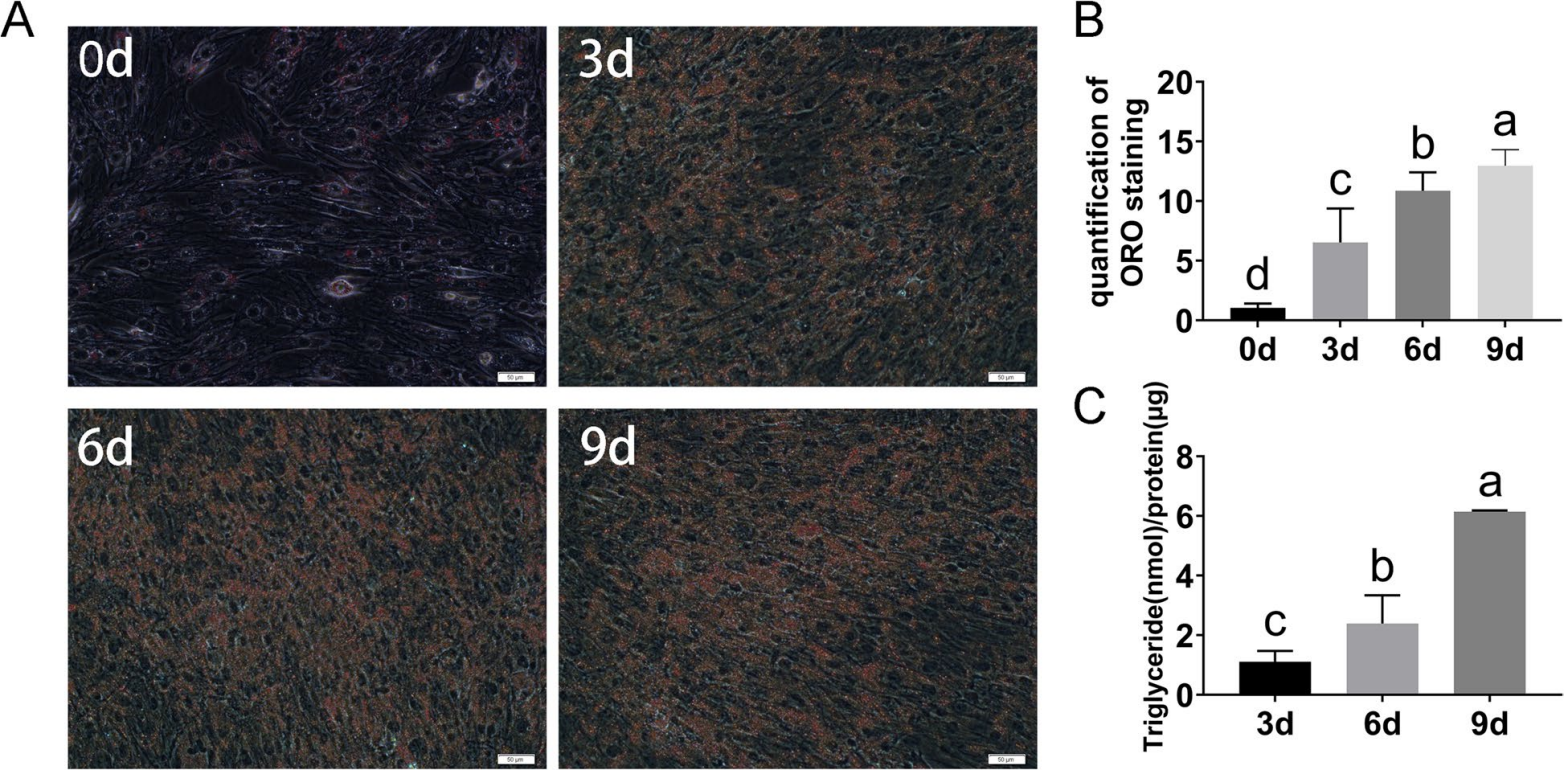
Adipogenic differentiation of bovine intramuscular preadipocytes. **A**, **B** Oil Red O staining at the different differentiation stages (**A**) and quantitative results (**B**). **C** Triglyceride content of bovine preadipocytes on days 3, 6, and 9 of differentiation. *n* = 3. Different lowercase letters indicate *P* < 0.05 and the same letters indicate *P* > 0.05

### Expression patterns of mRNA/circRNA/lncRNA during intramuscular preadipocyte differentiation

Total RNA from Days 0, 3, 6, and 9 of intramuscular preadipocyte differentiation were extracted for RNA-seq. 

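Preadipocytes, the precursors of fat cells, came from the longissimus dorsi muscle of newborn Qinchuan cattle. Libraries were made from uninduced cells (0 d) and from cells 3, 6 and 9 d after induction, with 3 libraries for each day and 12 in all. By the paper's methods, induction took 2 days in 0.5 mM IBMX, 1 µM dexamethasone and 2 µM insulin, and insulin alone followed. The sample labels give 5 µg/mL insulin and 1 g/mL dexamethasone. For the long RNA libraries the labels describe selection of poly(A) RNA, and the paper describes depletion of rRNA. The authors trimmed the reads, mapped them to the bovine genome and called circRNAs with CIRCExplorer2 and CIRI. The deposited values are FPKM for mRNAs and lncRNAs, and for circRNAs counts of back-spliced reads beside SRPBM (the counts scaled for each library). Back-spliced reads per library numbered 6564 to 8113 (median 7139) at 0 d, 7163 to 8583 (median 8321) at 3 d, 5358 to 7954 (median 6338) at 6 d and 9686 to 10729 (median 9726) at 9 d. FPKM hold no counts, so that the depth behind a single FPKM is known only from the mapped reads of Additional file 1. The FPKM of all mRNAs of a library summed to 1298928 to 1319454 (median 1312352) at 0 d, 1221194 to 1269899 (median 1254213) at 3 d, 1292029 to 1320282 (median 1311852) at 6 d and 1326429 to 1371794 (median 1370918) at 9 d. For lncRNAs the sums were 50296 to 69228 (median 61253) at 0 d, 65635 to 94877 (median 68408) at 3 d, 43694 to 56380 (median 47981) at 6 d and 48035 to 52918 (median 51681) at 9 d. Comparisons used the 15402 mRNAs and 6906 lncRNAs with a mean FPKM of at least 0.1, tested with limma (prior variance following the mean level) on log2(FPKM + 0.1). The 2828 circRNAs with at least 5 counts over the 12 libraries were tested with quasi-likelihood fits of edgeR after TMM normalization. Each fit held all 12 libraries with a mean for each day. An RNA counts as called when its absolute log2 fold change exceeds 1 and its Benjamini–Hochberg adjusted p-value within the comparison is under 0.05. Where every library of a day holds 3 counts or fewer, the fold change is a lower bound computed against 3 counts.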

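On log2(FPKM + 1) of the mRNAs, centred for each mRNA, the first 3 principal components held 46.8%, 19.7% and 9.01% of the variance. The first set the 3 d libraries (66.59 to 70.52) apart from the others (-35.97 to -11.85). On the second, the 0 d libraries lay at 36.93 to 39.81 and those of 6 d and 9 d at -27.29 to -18.91. The third separated 6 d (23.02 to 26.68) from 9 d (-26.06 to -24.01). The mean Pearson r across mRNAs was 0.987 between libraries of one day and 0.957 between days, a difference of 0.0305. An exact permutation test over all 15400 partitions of the 12 libraries into 4 groups of 3 gave p = 6.49e-05 (one-sided), the smallest value that it can give. The difference was largest on FPKM that were not log transformed (0.0768) and smallest with no filter on low values (0.0206), and the p-value was the same in both.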

Principal component analysis (PCA) found that the intragroup repeatability of the four groups of samples (0 d, 3 d, 6 d and 9d) was high, and the differences between the groups were obvious (Fig. 2A). Among them, the correlation between 6 d and 9 d was higher (Fig. 2A). 

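Between the 6 d and 9 d libraries, the mean r of log2(FPKM + 1) was 0.979 over the 9 pairs (0.9777 to 0.9803). It lay below the lowest r between replicates of any day (0.9849). The other pairs of days had lower means: 0.969 for 0 d and 9 d, 0.967 for 0 d and 6 d, 0.948 for 3 d and 6 d, 0.943 for 3 d and 9 d and 0.932 for 0 d and 3 d. The lowest 6 d to 9 d pair exceeded the highest pair of 0 d and 9 d (0.9714). These r are across genes, which are not independent replicates.

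**Figure D1:**
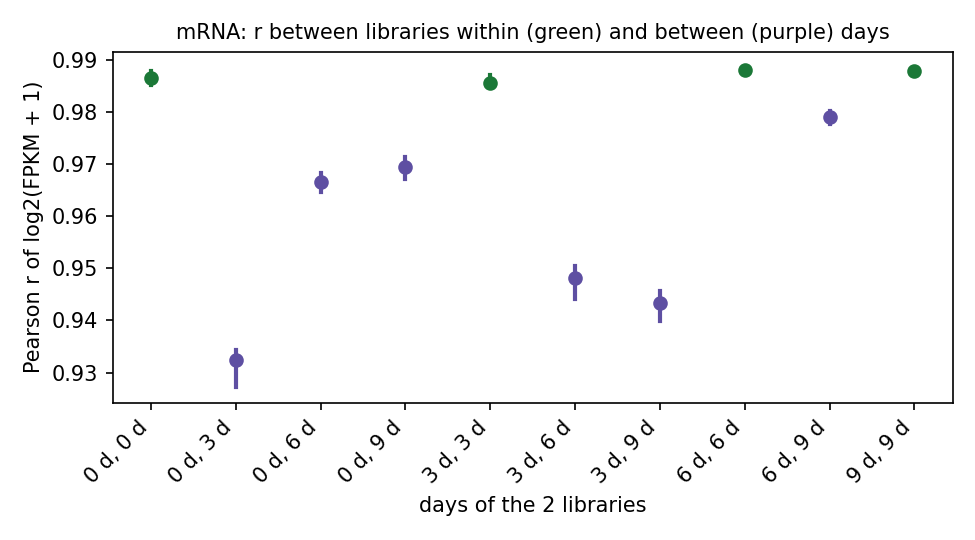
Pearson r of log2(FPKM + 1) across 15402 mRNAs between libraries of one day (green) and of different days (purple). Points are means and lines span the lowest to the highest pair.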

RNA-seq generated 66,224,070 - 92,352,434 valid reads in all samples, of which more than 96% were mapped to the reference genome of *Bos taurus* (Additional file 1). They all had a Q30 of > 98% (Additional file 1). 

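By Additional file 1, valid reads were lowest in the second 6 d library and highest in the third 9 d library. Mapped reads by the same file numbered 63767413 to 89607945 per library. The back-spliced reads counted here made up 77.7 to 93.6 parts-per-million of these at 0 d, 86.0 to 102 at 3 d, 84.0 to 94.2 at 6 d and 116 to 120 at 9 d. The deposited SRPBM are the counts times 1 factor per library. That factor corresponds to 53304873 to 77333326 reads, which is 69.3% to 90.1% of the mapped reads of Additional file 1.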

A total of 27,153 mRNAs, 14,070 circRNAs, and 7035 lncRNAs were annotated from four stages (0, 3, 6, and 9 d) of adipogenic differentiation (Additional file 2). 

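The deposited mRNA table has 33714 rows, of which 10294 are 0 in all 12 libraries and 23420 are above 0 in at least 1. The rows above 0 carry 22802 distinct names. Of all rows, 14238 have LOC names and 1620 are transfer RNA genes. Single libraries held 18423 to 19376 mRNAs, 6247 to 6397 lncRNAs and 1819 to 2945 circRNAs above 0. Of the lncRNAs, 7014 were above 0 in at least 1 library. The median circRNA had 2 back-spliced reads over the 12 libraries, and 5858 circRNAs had 1 read.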

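By the deposited type of each circRNA, 12423 rows (88.3%) were exonic circRNAs, 1362 (9.68%) intronic circRNAs (ciRNAs) and 285 (2.03%) intergenic circRNAs. Of the back-spliced reads, 82.2% belonged to the first type, 4.32% to ciRNAs and 13.5% to intergenic circRNAs. The intergenic reads numbered 12906. Of these, 72.7% lay in 14 rows of the major histocompatibility complex class I region of chromosome 23, and 1 row, circRNA2033, held 5692 reads. Many rows repeat a junction: 1623 rows (11.5%) have a start and an end within 5 bp of another row, and summing such rows leaves 13244 junctions. The lncRNA types were not analysed here.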

Meanwhile, the identified lncRNAs contained 45.52% long intergenic noncoding RNA (lincRNAs), and 91.06% of typical circRNAs were identified (Fig. 2B, C). 

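Libraries were clustered by average linkage on Euclidean distances of log2(FPKM + 1), or of log2(SRPBM + 1) for circRNAs. Divided into 4 clusters, the mRNA libraries fell into the 4 days. For lncRNAs, the first division set the 3 d libraries apart, and the next divisions took single libraries, the first 3 d replicate and the second 0 d replicate. For circRNAs the 0 d libraries separated first, and the second 0 d replicate and the first 3 d replicate then each stood alone, without any division between 6 d and 9 d. Between replicates, the mean r of lncRNAs was 0.694 at 3 d, 0.708 at both 0 d and 6 d and 0.78 at 9 d. Between days it ran from 0.548 (0 d and 3 d) to 0.708 (6 d and 9 d). The latter is as high as between replicates of 6 d and above that of 3 d. For circRNAs the mean r was 0.452 to 0.508 between replicates of a day and 0.406 to 0.463 between days. The mean r within days exceeded that between days by 0.101 for lncRNAs and by 0.0471 for circRNAs (exact permutation test over 15400 partitions, one-sided, p = 6.49e-05, the smallest that it can give, and p = 0.00013).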

As shown in Fig. 2D and E, the clustered expression heatmaps of mRNAs (Fig. 2D), circRNAs (Fig. 2E) and lncRNAs (Fig. 2F) showed differences between groups and biological replicates within groups. 

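The median mRNA above 0 had 2.17 to 2.5 FPKM in the 12 libraries, with lower quartiles of 0.16 to 0.20 and upper quartiles of 15.2 to 17.6. The 10 most abundant mRNAs held 25.6% to 26.9% of the summed FPKM at 0 d, 29.6% to 30.0% at 3 d, 28.0% to 28.5% at 6 d and 32.0% to 32.8% at 9 d. COL3A1 alone held 9.57% over all libraries, and DCN rose from a mean of 9949 FPKM at 0 d to 42430 at 3 d. Median lncRNAs above 0 had 0.98 to 1.54 FPKM at 3 d, 0.66 to 1.16 at 0 d, 0.68 to 0.88 at 6 d and 0.63 to 0.76 at 9 d. The highest of these was the first 3 d replicate. The 10 most abundant lncRNAs held 70.5% to 81.2% of the lncRNA FPKM. For circRNAs the median above 0 was 17.4 to 37.5 SRPBM, which is 1 or 2 reads.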

The distribution of mRNA/circRNA/lncRNA expression was measured and displayed in a violin plot, respectively (Fig. 2G-I). In addition, the mRNAs, lncRNAs, and circRNAs annotated at each differentiation time point (0, 3, 6 and 9 d) were overlapped. 

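An RNA was taken as detected on a day when its value was above 0 in at least 1 of the 3 libraries. On that rule 18336 mRNAs were detected on all 4 days, and 609, 706, 380 and 368 on 0, 3, 6 or 9 d alone. The stricter rule of a mean FPKM of at least 0.1 moved these numbers most, to 13925 for every day and to 416, 515, 130 and 113 for single days.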

We found 600, 697, 386, 389 specifically expressed mRNAs and screened 18,583 common genes (Fig. 2J). However, there were only 1103 common circRNAs and 2225, 2553, 2053, and 2879 specifically expressed circRNAs, respectively (Fig. 2K). 

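All 14070 circRNA rows were above 0 on at least 1 day, and 9710 of them on 1 day alone. Of the 9710, 9461 had fewer than 5 back-spliced reads and 24 had 10 or more. The 1103 circRNAs detected on every day held 61.4% of all circRNA reads. When the reads of each circRNA were drawn at random over the 12 libraries (20 draws), a mean of 1972 circRNAs was detected on every day, and 1518, 1696, 1358 and 2197 on 0, 3, 6 or 9 d alone. The draws leave out the scatter between replicates, whose biological coefficient of variation was 0.967 for the tested circRNAs. The difference from the draws is therefore no measure of circRNAs specific to a day. At least 1 read in all 3 libraries of a day left 164 circRNAs common to the 4 days and 123, 166, 72 and 195 on single days.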

The numbers of specifically expressed lncRNAs were even lower, only 68, 56, 37, and 43, respectively, but there were 6344 common lncRNAs (Fig. 2L).

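Detection in at least 1 library of a day gave 6334 lncRNAs on all 4 days and 69, 57, 38 and 44 on 0, 3, 6 or 9 d alone. With a value above 0 in all 3 libraries of a day, the common lncRNAs numbered 5125 and those of single days 73, 109, 51 and 62.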

**Fig. 2:**
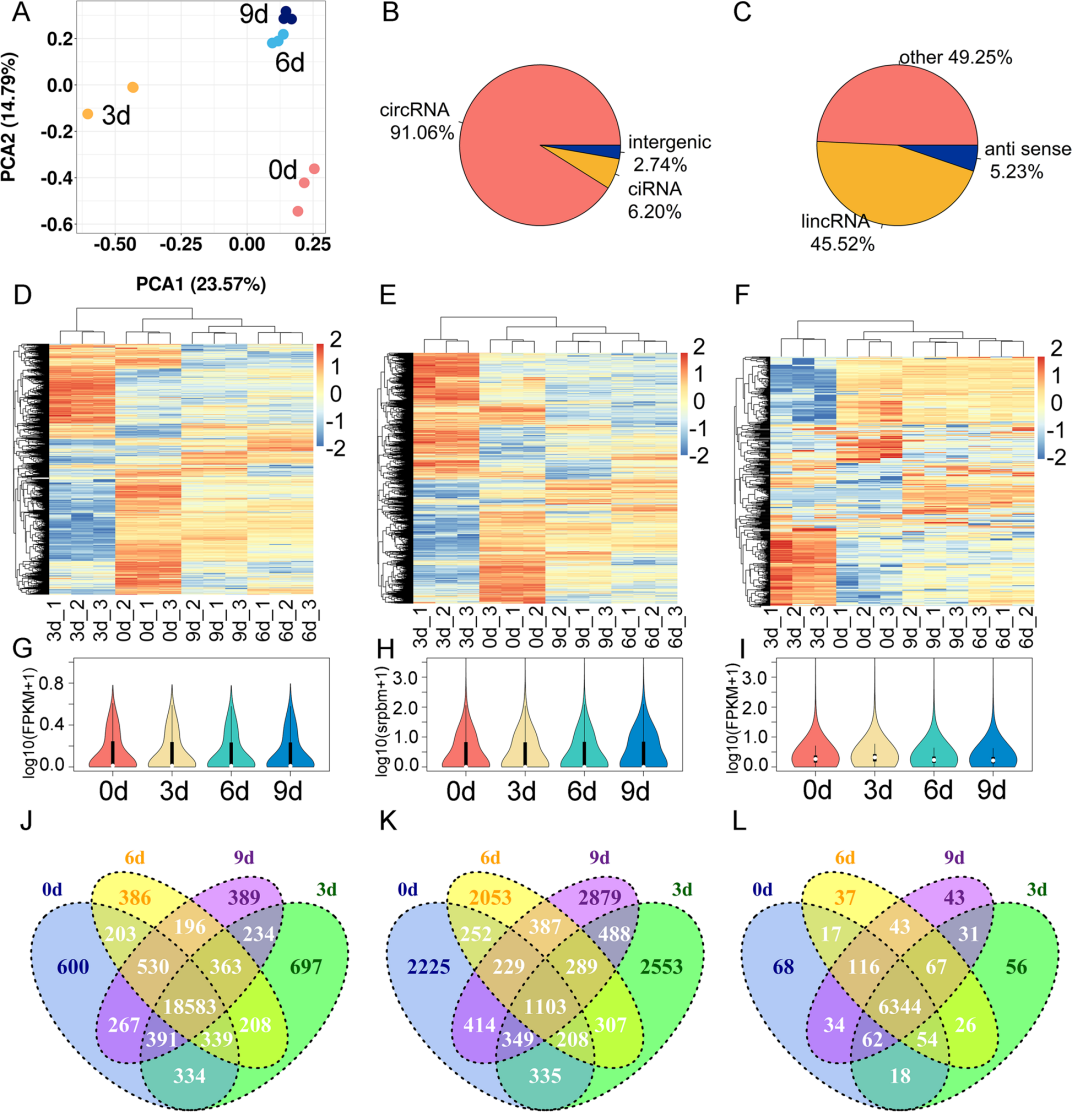
Expression patterns of mRNAs, circRNAs and lncRNAs during the adipogenic differentiation of bovine intramuscular preadipocytes. **A** PCA of four groups of samples. **B** The type and proportion of circRNAs. **C** The type and proportion of lncRNAs. **D-F** Clustered expression heatmaps of all mRNAs (**D**), circRNAs (**E**) and lncRNAs (**F**). **G-I** Violin plot of gene expression levels all mRNAs (**G**), circRNAs (**H**) and lncRNAs (**I**). **J**-**L** Venn diagram showing the specifically expressed and commonly expressed mRNAs (**J**), circRNAs (**K**), and lncRNAs (**L**) in four adipogenic differentiation stages (0d, 3d, 6d and 9d)

### Differential expression analysis of mRNA/circRNA/lncRNA

To discover the differentially expressed genes (DEGs) during adipogenic differentiation of intramuscular preadipocytes, three comparison groups (3 d vs. 0 d, 6 d vs. 0 d, and 9 d vs. 0 d) were used. Among these comparison groups, DEGs were characterized as 4848 differentially expressed mRNAs (DEMs) (Fig. 3A and Additional file 3), 181 differentially expressed circRNAs (DECs) (Fig. 3B and Additional file 4) and 501 differentially expressed lncRNAs (DELs) (Fig. 3C and Additional file 5). 

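The comparisons share the 0 d libraries, which by itself correlates their fold changes. In data simulated without any difference between days (20 draws), fold changes against one set of 3 control libraries had a mean r of 0.503 across mRNAs for 6 d and 9 d. The observed r was 0.724 for that pair, against 0.529 for 3 d and 6 d and 0.454 for 3 d and 9 d, where the simulations gave 0.502 and 0.499. Of the mRNAs called at both 6 d and 9 d, 997 of 1001 changed in one direction. For 3 d and 9 d it was 921 of 1015, and for 3 d and 6 d 1045 of 1126. No simulated draw had an mRNA called in both comparisons.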

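Called at 3, 6 and 9 d vs. 0 d were 3585 mRNAs (1241 higher and 2344 lower), 1749 (522 and 1227) and 1675 (525 and 1150), in all 4562. The median log2 fold change of all tested mRNAs was -0.06, -0.15 and -0.19, and rescaling the libraries by their median ratio raised it by 0.09, 0.14 and 0.17. Of the mRNAs called after rescaling, 40.2%, 39.5% and 45.0% were higher, in place of 34.6%, 29.8% and 31.3%. A pseudocount of 1 moved the mRNA counts most, to 2184, 967 and 888. The libraries of the 2 days did not overlap for 59.3%, 47.9% and 49.9% of the tested mRNAs, where all splits of the same values give 9.76%, 9.69% and 9.67%. Called lncRNAs numbered 1612 (1029 higher and 583 lower), 440 (215 and 225) and 469 (204 and 265), in all 2001. Their median log2 fold changes of 0.30, -0.14 and -0.25 moved by -0.21, 0.11 and 0.21 on rescaling, which called 1566, 550 and 545 with 52.0%, 55.8% and 62.6% of them higher, in place of 63.8%, 48.9% and 43.5%. A pseudocount of 1 gave 565, 142 and 140 lncRNAs, and a mean FPKM of at least 1 gave 541, 147 and 177. Called circRNAs numbered 23 (9 higher and 14 lower), 15 (8 and 7) and 16 (10 and 6), in all 34, at a biological coefficient of variation of 0.967. The 3 libraries of each day did not overlap for 6.37%, 4.77% and 7.00% of the circRNAs, against 3.34%, 2.94% and 3.65% over all splits, which is under 10% because libraries with equal counts cannot separate. With DESeq2 in place of edgeR the circRNA counts were 3, 0 and 0, beside 42 and 45 circRNAs with an unadjusted p-value under 0.05 in the comparisons with 0 calls.

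**Figure D2:**
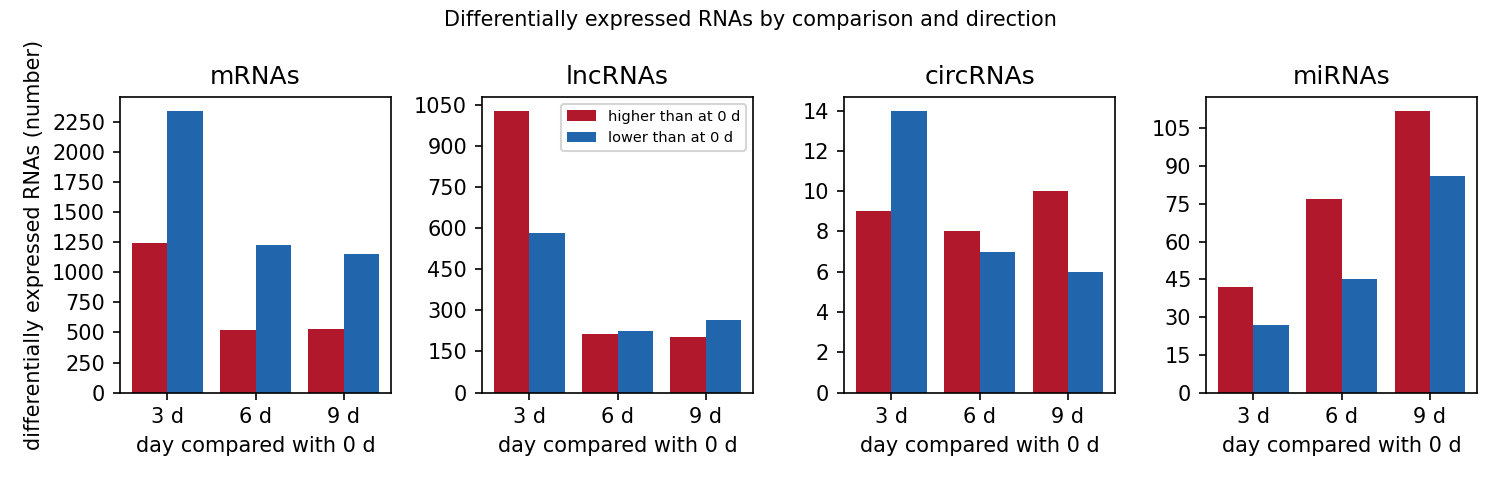
Number of mRNAs, lncRNAs, circRNAs and miRNAs called at 3, 6 and 9 d vs. 0 d. Red bars are higher and blue bars lower than at 0 d.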

Subsequently, we performed functional enrichment analysis of DEMs, host genes of DECs and cis-regulated genes of DELs to further predict the potential functions of these DEGs in intramuscular adipogenesis. The results showed that the GO terms and KEGG signaling pathways of DEMs were mainly enriched in negative regulation of cell proliferation, positive regulation of the MAPK cascade, brown fat cell differentiation, the PI3K-Akt signaling pathway and Regulation of lipolysis in adipocytes (Fig. 3D, E and Additional file 6). 

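Additional file 6 lists 28 genes for positive regulation of the MAPK cascade, and 23 of them could be tested here. All 23 were called in at least 1 comparison, 8 higher and 9 lower at 3 d, 8 and 6 at 6 d, and 6 and 6 at 9 d. For brown fat cell differentiation, 15 of 16 tested genes were called (6 higher and 5 lower at 3 d). Regulation of lipolysis in adipocytes had 24 called of 25 tested genes, with 13 higher and 7 lower at 3 d and 3 and 8 at 9 d. The study picked these genes from the same libraries, so that the counts are not independent evidence.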

DECs might be mainly involved in the positive regulation of cell proliferation, fatty acid beta-oxidation, the MAPK signaling pathway, the Thyroid hormone signaling pathway and the FoxO signaling pathway (Fig. 3F, G and Additional file 6). 

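For the terms named, Additional file 6 lists 20 host genes, and Additional file 4 holds 22 circRNAs of these hosts. They had 12 to 104 back-spliced reads over the 12 libraries (median 25), and 8 share a junction with another row. Of the 22, circRNA4383 of SCP2 was called at 3 d (log2 3.38, edgeR adjusted p = 0.00629), with 6 reads in all at 0 d and 73 at 3 d. circRNA6464 of IGF1R was called at 9 d (0 reads at 0 d and 43 at 9 d). The other 20 were not called. The hosts for fatty acid beta-oxidation are SCP2, CPT2, whose circRNA5749 had 17 reads at 3 d and 0 at 0 d (edgeR adjusted p = 0.195), and AUH, whose ciRNA904 had 14 reads in all and 12 of them at 9 d.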

The results of functional enrichment analysis of DELs indicated that DELs might be involved in fatty acid beta-oxidation, the MAPK signaling pathway, Focal adhesion and the FoxO signaling pathway (Fig. 3H, I and Additional file 6).

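The lncRNA sheets of Additional file 6 list 114 cis genes, the mRNA genes near the DELs, and 83 of them were tested as mRNAs. The 4 terms that the paper's text names for DELs are not among the terms of these sheets, so that these genes belong to other terms. In at least 1 comparison 46 of these (55.4%) were called, against 29.6% of all tested mRNAs. By comparison they numbered 42 at 3 d, 21 at 6 d and 21 at 9 d. Enrichment of the terms was not tested here.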

**Fig. 3:**
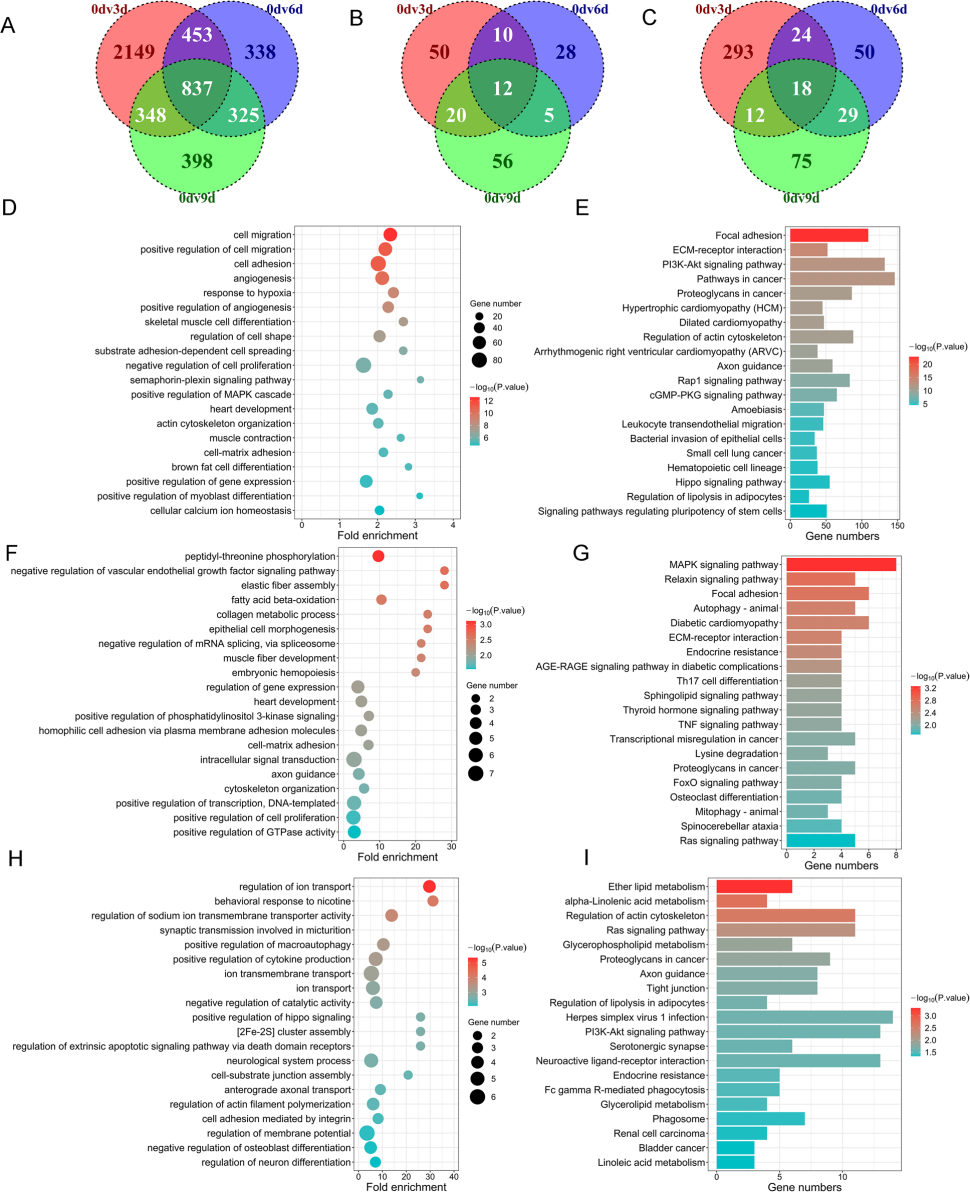
Differential expression analysis of mRNAs, circRNAs and lncRNAs. **A**-**C** Expression analysis of common DE genes during the intramuscular preadipocyte differentiation. The number of common DE mRNAs (**A**), DE circRNAs (**B**) and DE lncRNAs (**C**). **D**, **E** GO (**D**) and KEGG (**E**) enricment analysis of common DE mRNAs. **F**, **G**) GO (**F**) and KEGG (**G**) enricment analysis of common DE circRNAs. **H**, **I** GO (**H**) and KEGG (**I**) enricment analysis of common DE lncRNA

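Of the called mRNAs, 695 were called in all 3 comparisons and 2139, 317 and 354 at 3, 6 or 9 d alone. Among lncRNAs these numbers were 115 and 1290, 130 and 176, and among circRNAs 6 and 10, 5 and 5. Largest among the called mRNAs whose libraries do not overlap were the rise of C7 at 3 d (log2 9.49, SE 0.415, limma adjusted p = 3.23e-08) and the fall of WISP2 (log2 -10.57, limma adjusted p = 9.57e-07). WISP2 went from 335 ± 10.2 FPKM (SD, n = 3) at 0 d to 0.97, 0 and 0 FPKM in the 3 d libraries, and stood at 255 at 9 d. At 6 d they were ZBTB16 (log2 7.54) and TAGLN3 (log2 -7.27, limma adjusted p = 0.00735), for which the 0 d libraries ranged from 1.82 to 110 FPKM. TF (log2 6.70) and TNXB (log2 -6.06, 154 to 2.21 FPKM) changed most at 9 d. Among lncRNAs, MSTRG.13964.1 was listed at 0 in the 0 d libraries and had 14.2, 5.16 and 4.22 FPKM at 3 d (limma adjusted p = 1.49e-05), while MSTRG.10214.2 fell by 8.09 on the log2 scale (limma adjusted p = 0.00832). MSTRG.8734.6 rose (0 at 0 d, 5.30, 5.61 and 1.62 FPKM at 6 d) and MSTRG.23264.11 fell at 6 d, and MSTRG.23264.8 rose (0 at 0 d, 169, 28.2 and 0.25 FPKM at 9 d) and MSTRG.24985.8 fell at 9 d. The last of these was called in 0 of the 6 fits that each left out one of the libraries compared, and MSTRG.23264.11 and MSTRG.23264.8 in 1 of 6. circRNA5844 of RMDN2 was at least 3.94-fold higher at 3 d (edgeR adjusted p = 0.000481), with 0 reads at 0 d. circRNA2074 of AFF4 was at least 3.84-fold lower at 3 d and at least 4.83-fold lower at 9 d (edgeR adjusted p = 0.000665 and 0.000776). Both share a junction with another row, 1 bp away, and the summed rows changed at 3 d by 0.21 and 0.09 on the log2 scale. circRNA292 of PLXDC2 was at least 3.66-fold lower at 6 d (edgeR adjusted p = 0.00332). circRNA7972, an intergenic row of chromosome 23 (28526857 to 28572078), had 0 reads in the 0 d libraries and 125, 147 and 145 at 9 d (at least 33.3-fold higher, edgeR adjusted p = 1.5e-31). At 3 d and 6 d a single library held all its reads (90 and 108).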

### Weighted gene Coexpression network analysis (WGCNA)

A large number of common mRNAs and DEMs were identified during the adipogenic differentiation of intramuscular preadipocytes (Fig. 2 J and Fig. 3 A), therefore, we performed WGCNA to screen the key mRNAs among them. 

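Clustering of the 12 mRNA libraries on log2(FPKM + 1) placed no library alone. Divided into 3 clusters, they gave 0 d, 3 d, and 6 d with 9 d. The mean r between replicates was 0.9865 at 0 d, 0.9857 at 3 d, 0.9881 at 6 d and 0.9879 at 9 d.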

First, with the total mRNA expression matrix as input, after cluster analysis confirmed that there were no outlier samples, a soft threshold of 4 was chosen, and the connectivity was calculated (Fig. 4A). Then, mRNAs were divided into different modules based on different expression patterns (Fig. 4B). The correlations of these modules with other modules and different differentiation stages were estimated (Fig. 4C and Additional file 7). 

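Network modules were not rebuilt here. Instead, each mRNA was correlated with an indicator of each day, 1 for its 3 libraries and 0 for the other 9. Values were log2(FPKM + 1) of mRNAs filtered by their median absolute deviation. The paper's filter takes the top 75% and drops the lowest deviations, and here 18760 of the 33714 deposited rows were kept. Of these 18760 mRNAs, 6535 had an absolute r over 0.8 with at least 1 day. High mRNAs of a day numbered 1558 for 0 d, 2154 for 3 d, 234 for 6 d and 243 for 9 d, and low ones 266, 1614, 189 and 288. On FPKM that were not log transformed the total was 6626, and with all mRNAs of a mean FPKM of at least 0.1 it was 6059. Leaving out 1 library gave 6282 to 7021.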

In total, six modules were generated: turquoise, blue, brown, yellow, green and red, containing 5093, 4053, 3186, 2623, 1490 and 1221 coding genes, respectively. We selected the modules with strong correlations with different differentiation stages for further study, which included the blue, brown, turquoise and green modules. Finally, the hub genes in the blue, brown, turquoise and green modules were filtered out by calculating and restricting both gene significance (GS) and module membership (MM) values greater than 0.8 (Fig. 4D and Additional file 7). 

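All 61 genes that Additional file 7 lists for lipid metabolism and cell differentiation had an absolute r over 0.8 with at least 1 day. The paper chose hub genes by a gene significance over 0.8 in these same libraries. The count follows from that choice and is no separate evidence. The 26 of the blue module had a median r of 0.901 with 0 d, the 20 of the turquoise module 0.93 with 3 d and the 7 of the green module 0.966 with 9 d. For the 8 genes of the brown module the median r lay between -0.05 and 0.06 for each of the days. Of these 8, 4 were higher and 4 lower at 3 d, and opposite directions can leave a low median although each gene follows a day. These medians are over the listed genes alone and do not describe whole modules, since module membership was not computed here.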

Finally, these hub genes that were differentially expressed during adipogenic differentiation and were related to lipid metabolism and cell differentiation were selected for further investigation (Additional file 7).

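Of the 6535 mRNAs with an absolute r over 0.8, 3090 were called in at least 1 comparison with 0 d. Among the listed genes of the turquoise module, 11 were higher and 7 lower at 3 d, and in the blue module 5 were higher and 17 lower.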

**Fig. 4:**
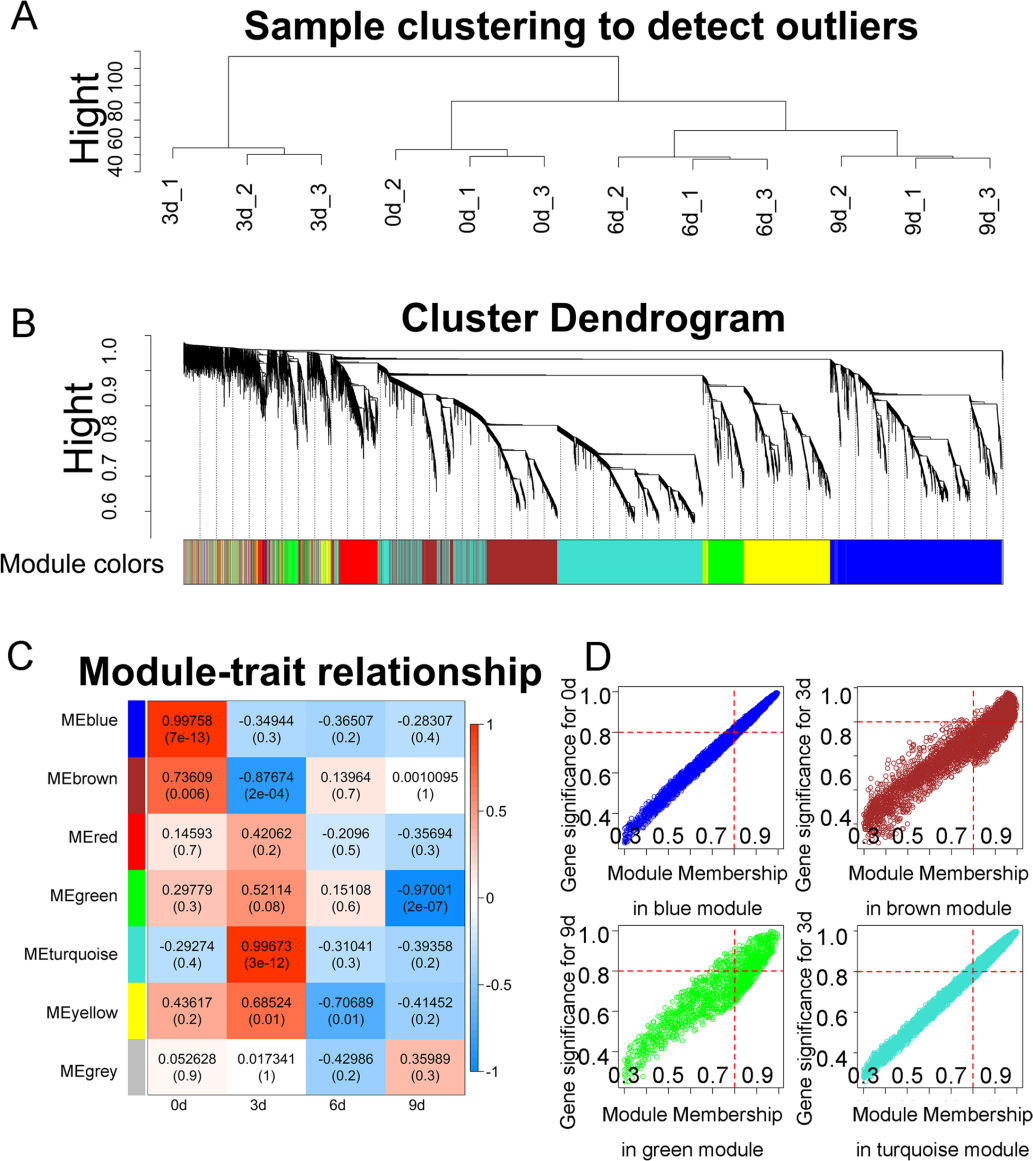
WGCNA of mRNAs. **A** Clustering information of samples. **B** The dendrogram of gene clustering was generated utilizing hierarchic clustering of adjacency-based dissimilarity. Co-expression modules detected by the dynamic hybrid-cutting approach are represented by the color blocks below the tree graph. **C** Heatmap of the correlation between module and four adipogenic differentiation stages. **D** Module Membership in blue, brown, turquoise and green

### Construction of the circRNA/lncRNA–mRNA coexpression network

To identify the key genes involved in IMF deposition, 61 DEMs were identified from fat deposition-related pathways in this study (Additional file 7). 

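Among the 61 genes, 60 had a mean FPKM of at least 0.1 and 59 were called in at least 1 comparison. KIT was not tested and CEBPA was tested and not called. By comparison 48 were called at 3 d (20 higher and 28 lower), 29 at 6 d (12 and 17) and 29 at 9 d (14 and 15). Adjusted over the list alone, these counts were 48, 29 and 29. The study chose the genes on these samples, so that the latter counts are not independent evidence. The mean was highest at 0 d for 25 genes, at 3 d for 18, at 6 d for 5 and at 9 d for 12 of the tested genes.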

We then constructed a circRNA/lncRNA**–**mRNA coexpression network based on the screened DECs and DELs, and visualized the top 100 genes with the highest degree and their linked genes (Fig. 5 and Additional file 8). 

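The pairs of Additional file 8 hold 124 lncRNAs and 10 circRNAs beside 47 mRNAs. All 124 lncRNAs were called here in at least 1 comparison, and 0 of the 10 circRNAs. Those circRNAs had 7 to 14 back-spliced reads over the 12 libraries, in 3 or 4 libraries each. For circRNA5454 these were 2, 4 and 2 reads at 3 d, for circRNA2041 2, 2 and 5 at 0 d and for ciRNA105 4, 5 and 3 at 0 d.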

A total of 10 potential DECs and 108 key DELs that may be closely related to fat deposition were predicted and screened (Fig. 5). The findings revealed that the coexpression network included 891 connections and that each lncRNA might be associated with numerous mRNAs. 

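Of the connections in Additional file 8, 690 join a lncRNA and an mRNA, 60 a circRNA and an mRNA and 141 a pair of mRNAs. Over the 12 libraries, on the deposited FPKM and SRPBM, 672 of the 750 connections with an ncRNA had Pearson r over 0.95 and 71 had r below -0.95. In 520 connections both members were higher in each 3 d library than in any other library. Over the 9 libraries of 0, 6 and 9 d, 117 connections had r over 0.95, the median r was 0.321, and 63 had no r because a member was constant. On log2 values 164 exceeded 0.95, and after the mean of each day was taken off, 14 did. Among random pairs of DELs and the mRNAs of Additional file 8 (20000 drawn), 2.62% had r over 0.95. By the paper's methods the network's ncRNAs were chosen partly by Pearson coefficients over 0.95. The excess over random pairs follows from that choice and is no separate evidence. Leaving out 1 library gave 572 to 673 connections over 0.95. A lncRNA had up to 15 mRNAs (median 4), and 96 of the lncRNAs had more than 1.

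**Figure D3:**
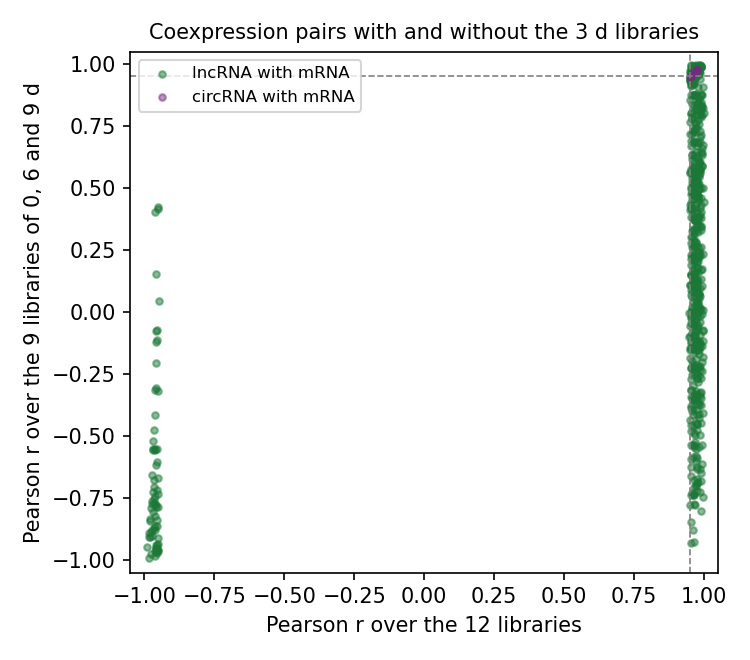
Pearson r of each lncRNA–mRNA (green) and circRNA–mRNA (purple) connection over the 12 libraries (x axis) and over the 9 libraries of 0, 6 and 9 d (y axis). Dashed lines mark 0.95.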

A total of 2 circRNAs and 34 lncRNAs were discovered to be co-expressed with *FABP4*, 3 circRNAs and 42 lncRNAs were discovered to be coexpressed with *PLIN2*, and the network also comprised circRNAs/lncRNAs coexpressed with *DGAT2*, *C/EBPA*, *FOXO1*, *KLF4*, *FGF1* and *IL6*. These findings suggested that these circRNAs/lncRNAs may play significant roles in regulating adipogenesis.

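FABP4 had 32 connections with r over 0.95, of which 3 stayed over 0.95 without the 3 d libraries (median r 0.22 without them). For PLIN2 these numbers were 40 and 0 (median r 0.414), for FOXO1 37 and 0 (median r -0.0487) and for DGAT2 3 and 1 (median r -0.839). All connections of FGF1 (3) and IL6 (5) exceeded 0.95 with and without the 3 d libraries, and 1 of the 2 of KLF4 did without them. FGF1 and IL6 had their highest means at 9 d, so that leaving out 3 d is no test of connections that follow 9 d. C/EBPA occurs in Additional file 8 only in connections with other mRNAs. KLF4 fell at 3 d (log2 -1.29, SE 0.145) and 6 d (log2 -1.75), both called by limma (adjusted p = 3.44e-05 and 9.01e-06). FGF1 rose at 9 d from 0.673 ± 0.0493 to 4.22 ± 1.46 FPKM (SD, n = 3), with a limma adjusted p = 0.000111. IL6 rose at 9 d from 0.0867 to 0.31 FPKM (log2 1.14, limma adjusted p = 0.000185) and was not called with a pseudocount of 1 (log2 0.27). From the coexpression of these ncRNAs with genes of fat cell formation, the paper proposes that the ncRNAs take part in regulating it.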

**Fig. 5:**
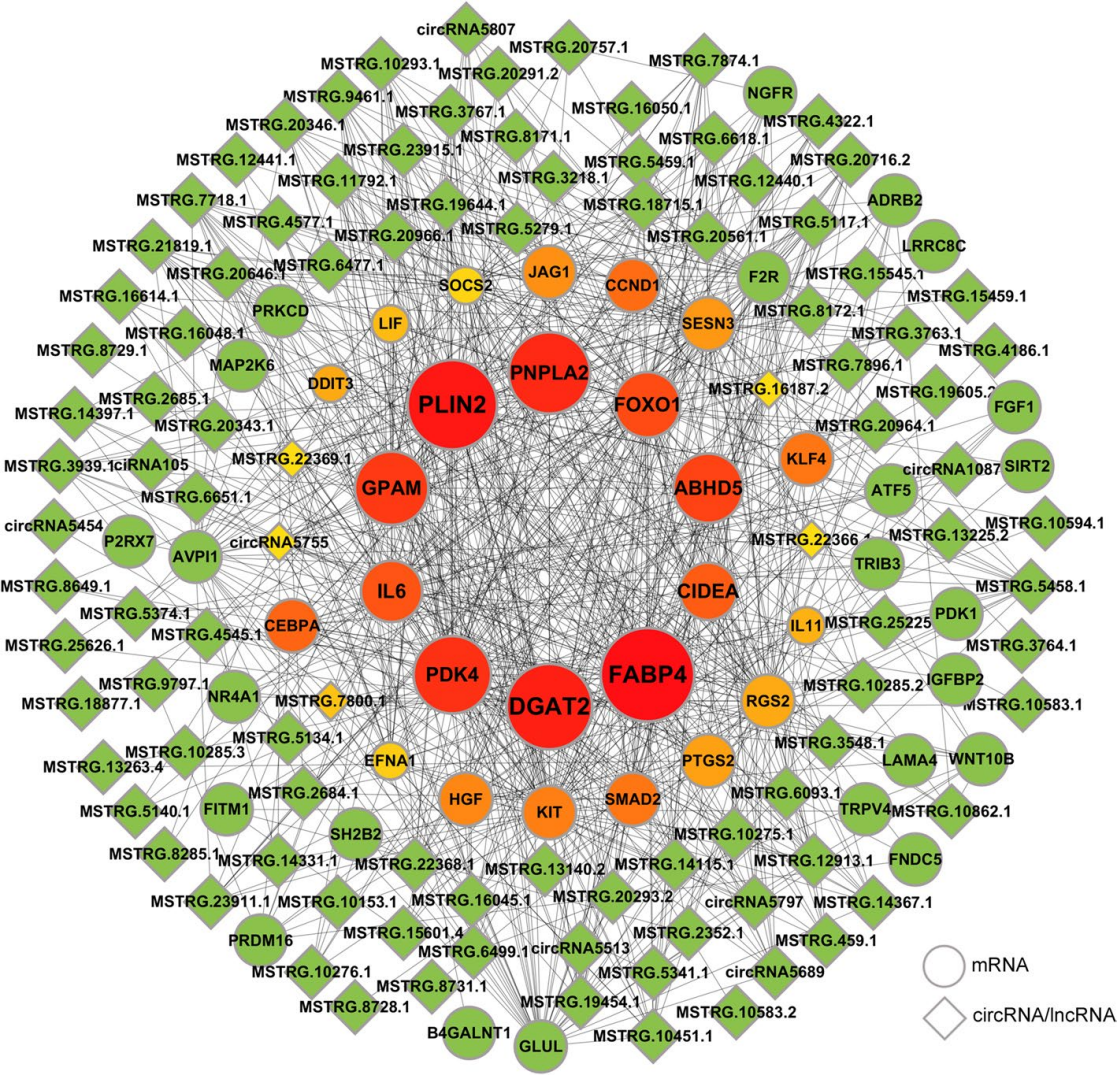
circRNA/lncRNA-mRNA coexpression network. Coexpressed network of DE circRNA/lncRNAs and their targeted DE mRNAs involved in adipogenesis. DEmRNAs and DE circRNAs/lncRNAs are represented by circles and diamonds, respectively. The top 30 genes with the most connection were highlighted. The higher the connectivity, the larger the icon and the redder the color

### A miRNA landscape during intramuscular adipogenesis

In the present study, we continued to perform miRNA-seq on samples from intramuscular preadipocyte differentiation Days 0, 3, 6, and 9. 

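The miRNA values come from the 12 sampling points of the RNA-seq, 3 libraries for each of 0, 3, 6 and 9 d. The authors processed the reads with ACGT101-miR, kept lengths of 18 to 26 nt and mapped them to known precursors and the bovine genome. Deposited are raw values, which are estimated counts with shared reads split between miRNAs, and a normalized signal, which is the raw value times 1 factor per library. Of the raw values, 89.6% are whole numbers. They summed to 1438548 to 1969377 (median 1704166) per library at 0 d, 2231391 to 3019353 (median 2809503) at 3 d, 3144661 to 4673382 (median 4121834) at 6 d and 2964791 to 3374856 (median 3265424) at 9 d. The 1081 miRNAs with at least 10 raw counts over the 12 libraries were tested, on rounded raw values, with the edgeR fits described for circRNAs.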

A total of 427 miRNAs were acquired from these four stages (0, 3, 6, and 9 d) of differentiation by removing other noncoding RNAs, such as rRNA and tRNA (Fig. 6A). 

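The deposited miRNA table has 1458 rows with 1330 names, all above 0 in at least 1 library. Of the names, 553 are bovine, and 286 have the prefix PC, given to sequences matched to the genome alone. The bovine names hold 91.9% of the raw counts and the PC names 0.247%. Single libraries had 730 to 971 miRNAs above 0. The most abundant were miR-99b (8.22% of the raw counts), miR-125b (8.05%), miR-127 (4.70%) and miR-100 (3.99%). The 427 miRNAs of Additional file 9 make up part of these names.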

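Of the miRNAs that Additional file 9 lists, 191 (44.7%) begin with T in the deposited sequences (U in the RNA), 129 (30.2%) with A, 74 (17.3%) with C and 33 (7.73%) with G. Among all 1330 deposited names, 506 (38.1%) begin with T. A length of 22 nt was the most frequent, with 46.1% of the listed and 37.0% of all names. By the level the table assigns, 298 of the listed miRNAs (69.8%) were middle, 92 (21.6%) high and 37 (8.67%) low. The high miRNAs held 95.6% of the listed raw counts and the middle ones 4.45%.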

The initial base of these miRNAs was uridine and they were mostly expressed at the middle (10 < count < 100) levels (Fig. 6B). As shown in Fig. 6C and D, we also drew a violin plot of miRNA expression and a heatmap of clustered expression. 

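The median normalized signal of the miRNAs above 0 was 49.2 to 90.0 at 0 d, 38.1 to 59.4 at 3 d, 30.5 to 40.5 at 6 d and 46.0 to 65.7 at 9 d. The top of the first range belonged to the third 0 d library, where the 10 most abundant miRNAs held 52.7% of the signal, against 41.3% to 47.3% in the other libraries. Clustering on log2 of the counts scaled to the mean total of the 12 libraries set this library alone, then separated the other 0 d libraries and then 3 d, and left 6 d and 9 d in 1 cluster. Between replicates at 0 d, r was 0.896 to 0.953, highest without this library. The mean r was 0.96 between replicates at 3 d, 0.949 at 6 d, 0.96 at 9 d and 0.949 between 6 d and 9 d. Within days the mean r exceeded that between days by 0.022 (exact permutation test over 15400 partitions, one-sided, p = 6.49e-05, the smallest that it can give).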

We then identified 32, 31, 56 and 41 specifically expressed miRNAs at different stages of differentiation, and there were 82 common miRNAs (Fig. 6E and Additional file 9). 

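Detection in at least 1 library of a day gave 777 of the 1330 names on all 4 days and 66, 63, 111 and 35 on 0, 3, 6 or 9 d alone. Detection in all 3 libraries of a day gave 545 and 8, 41, 53 and 11. Some deposited counts are low: the lowest raw value above 0 is 0.55, and 5.05% of the raw values above 0 are below 5.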

Differential expression analysis of 3dv0d, 6dv0d and 9dv0d revealed a total of 77 differentially expressed miRNAs (DEmiRs) during the adipogenic differentiation of intramuscular preadipocytes (Fig. 6F and Additional file 10). 

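At 3, 6 and 9 d vs. 0 d, 69 miRNAs (42 higher and 27 lower), 122 (77 and 45) and 198 (112 and 86) were called, in all 226, at a biological coefficient of variation of 0.445. All 3 comparisons shared 46 calls, and 12, 15 and 82 were called at 3, 6 or 9 d alone. Tests of the 417 testable miRNAs of Additional file 9 alone, chosen after seeing the values, gave 41, 64 and 102. Fits of only the 6 libraries compared gave 34, 63 and 143, and unadjusted p-values 131, 185 and 267. Among the called miRNAs at 6 d, 63.1% were higher, against 51.6% with DESeq2 and 46.6% with at least 120 counts. At 9 d the share of 56.6% fell to 43.5% with at least 120 counts, 47.9% with DESeq2, 48.1% with limma and 48.4% without a filter. The libraries of the 2 days did not overlap for 28.8%, 45.1% and 34.7% of the miRNAs, where all splits give 6.93%, 7.62% and 7.07%. Among called miRNAs whose libraries do not overlap, ranked by the fitted log2 fold change, the first rise at 3 d was that of miR-105a (at least 4.88-fold, edgeR adjusted p = 3.66e-05), which reached at least 23.1-fold at 9 d. At 6 d and 9 d the first was miR-767 (at least 24.2-fold and 36.8-fold), which lies on the X chromosome as miR-105a does. The first falls by the same ranking were those of PC-5p-9755_385 at 3 d (at least 51.4-fold), miR-2137 at 6 d (at least 10.8-fold, called in 2 of the 6 fits without 1 of the compared libraries) and PC-3p-28085_87 at 9 d (at least 18.1-fold). Of the 77 DEmiRs of Additional file 10, 61 were called here.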

To further explore the functions of these DEmiRs, we performed functional enrichment analysis on the target genes of DEmiRs. The GO terms and KEGG signaling pathways of DEmiRs were mainly enriched in negative regulation of cell proliferation, insulin receptor signaling pathway, negative regulation of fat cell differentiation, AMPK signaling pathway, Insulin resistance, MAPK signaling pathway and PI3K-Akt signaling pathway (Fig. 6G, H and Additional file 11).

**Fig. 6:**
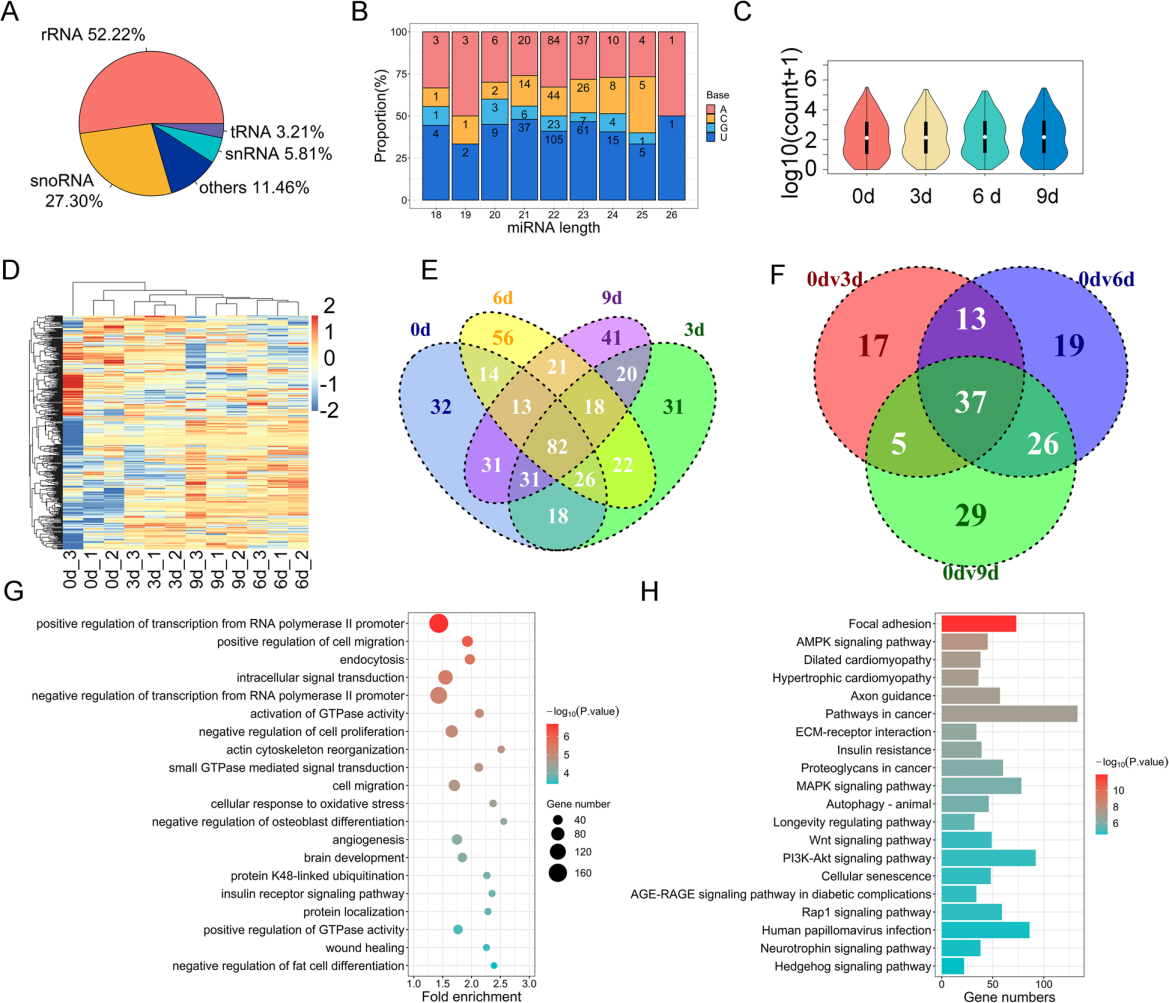
The landscape of miRNA. **A** The type and proportion of ncRNAs. **B** Initial base preference of different length miRNAs. **C** Violin plot of miRNAs expression levels. **D** Clustered expression heatmap of all miRNAs. **E** Venn diagram showing the specifically expressed and commonly expressed miRNAs in four adipogenic differentiation stages (0d, 3d, 6d and 9d). **F** Expression analysis of common DE miRNAs during the intramuscular preadipocyte differentiation. **G**, **H**) GO (**G**) and KEGG (**H**) enricment analysis of DE miRNAs

### Construction of the circRNA/lncRNA–miRNA–mRNA ceRNA network

The target gene prediction results of miRNAs were integrated into the previously established circRNA/lncRNA**–**mRNA coexpression network to further discover the key genes regulating IMF deposition. We analysed the DEmiRs involved in the ceRNA regulatory network and finally constructed a circRNA/lncRNA**–**miRNA**–**mRNA network based on the results of the circRNA/lncRNA**–**mRNA coexpression network (Fig. 7 and Additional file 12). The network contains 24 ceRNA axes, consisting of 4 mRNAs, 10 circRNAs, 10 lncRNAs and 7 miRNAs. Among them, *SESN3*, *FOXO1*, *GPAM*, and *miR-27b* were all related to lipid storage, activation of MAPK activity and fat cell differentiation [23–26], suggesting that the screened circRNAs/lncRNAs/miRNAs may play important roles in regulating adipogenesis (Fig. 7).

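In the 3 d vs. 0 d comparison, 4 of 7 miRNA and mRNA pairs of the 24 axes changed in the same direction and 3 in opposite directions. At 6 d, 6 changed in the same direction and 1 in opposite directions, and at 9 d 4 and 3. Of the 14 circRNA and miRNA pairs, 5, 4 and 4 changed in opposite directions at 3, 6 and 9 d, and in 1, 3 and 3 others the circRNA had a log2 fold change of 0. Of the 10 lncRNA and miRNA pairs it was 6, 5 and 6. At 3 d both members were called in 10 of the 10 lncRNA and mRNA pairs, and 4 of these changed in the same direction. These directions are those of the fitted fold changes, whether called or not. At 3 d those of miR-330, miR-6518 and miR-27b each reversed in at least 1 alternative.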

**Fig. 7:**
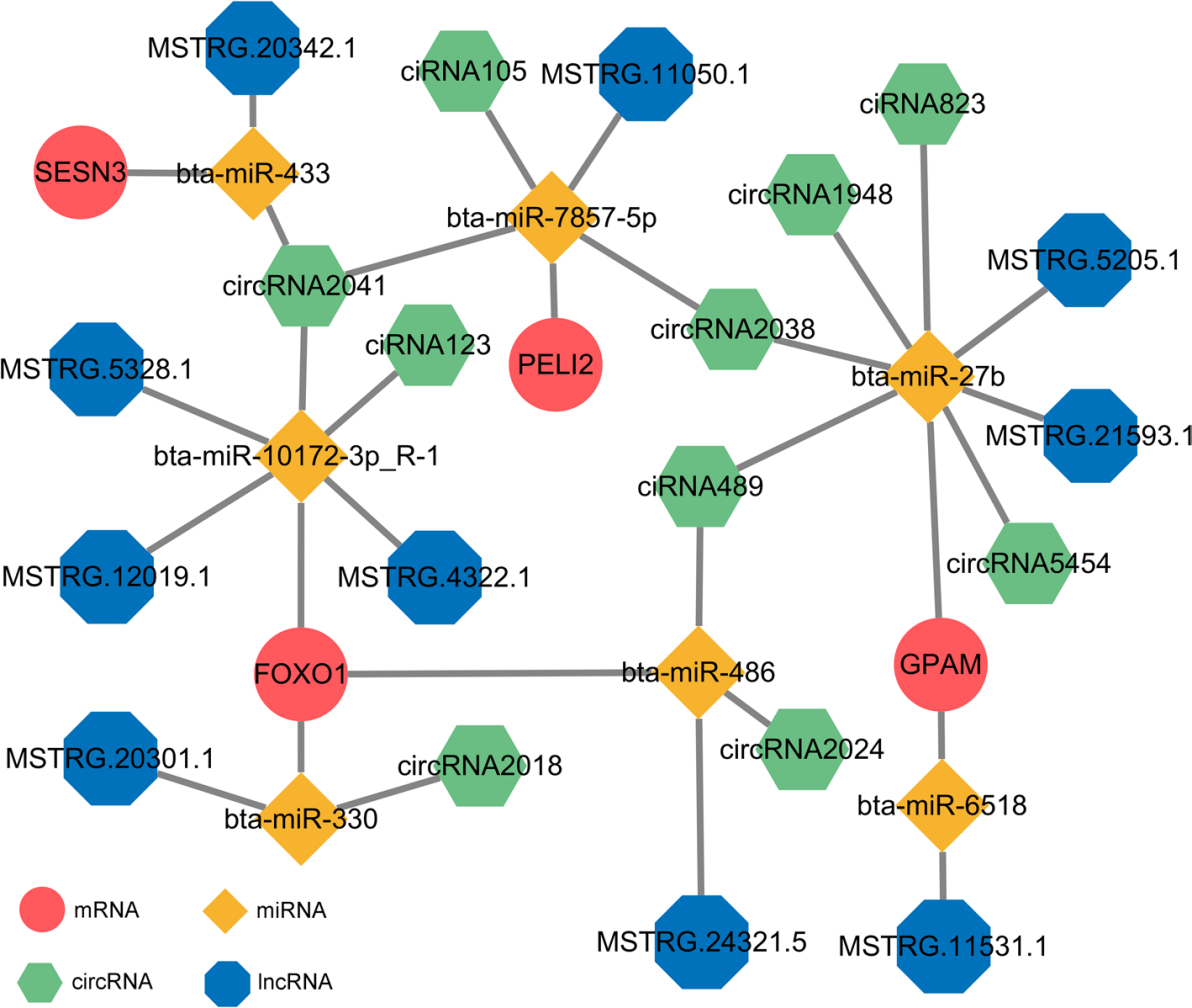
mRNA-miRNA-circRNA/lncRNA co-expression network. Co-expressed network of DE miRNAs and their targeted DE circRNAs/lncRNAs and DE mRNAs. DE mRNAs, DE circRNAs, DE lncRNAs and DE miRNAs are represented by circles (red), octagons (green), hexagons (blue) and rhombuses (yellow), respectively

### Validation of differentially expressed genes, circRNAs, lncRNAs and miRNAs

All 31 genes in the ceRNA regulatory network were differentially expressed during intramuscular adipogenic differentiation (Fig. 7). Among them, 4 mRNAs (*SESN3*, *FOXO1*, *GPAM*, and *PELI2*), 4 circRNAs (*circRNA2018*, *ciRNA489*, *circRNA2627* and *ciRNA105*), 4 lncRNAs (*MSTRG.20301.1*, *MSTRG.5025.1*, *MSTRG.20342.1*, and *MSTRG.11050.1*) and 4 miRNAs (*bta-miR-330*, *bta-miR-27b*, *bta-miR-433*, *bta-miR-7857-5p*) were selected for qRT**–**PCR validation (Fig. 8). 

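Of the 31 RNAs, 19 were called in at least 1 comparison: the 4 mRNAs, the 10 lncRNAs, 2 of the 10 circRNAs and 3 of the 7 miRNAs. By comparison, 18 were called at 3 d, 9 at 6 d and 6 at 9 d. At an unadjusted p-value under 0.05 in place of the adjusted one, 26 were called, 9 of them circRNAs. ciRNA123 had 22, 0 and 19 reads in the 0 d libraries and 0 later, at least 4.80-fold lower at 3 d (edgeR adjusted p = 0.00173). It stayed called in 4 of the 6 fits that left out one of the libraries compared. circRNA2024 (7, 6 and 9 reads at 0 d and 0 at 3 d) was called at 3 d (edgeR adjusted p = 0.0232), and in 0 of 6 such fits. miR-486 fell by 1.32, 2.18 and 2.43 on the log2 scale at 3, 6 and 9 d (edgeR adjusted p = 0.0171, 0.000364 and 0.000122). miR-10172-3p rose by 2.11, 1.59 and 1.80 (edgeR adjusted p = 0.00132, 0.00587 and 0.00176), and miR-6518 by 1.72 at 6 d and 1.76 at 9 d (edgeR adjusted p = 0.0125 and 0.00747). MSTRG.5205.1 (log2 -4.69, limma adjusted p = 5.42e-05), MSTRG.4322.1 (log2 -2.81, limma adjusted p = 8.02e-06), MSTRG.21593.1 (log2 -2.82), MSTRG.12019.1 (log2 -3.10) and MSTRG.5328.1 (log2 -1.36) fell at 3 d, and MSTRG.11531.1 rose (log2 2.39). MSTRG.24321.5 was listed at 0 at 0 d and had 0, 45.1 and 28.8 FPKM at 3 d. It was called in 1 of 6 fits without a library. Each of circRNA1948, circRNA5454 and ciRNA823 had 4 reads or fewer in every library, and circRNA2038 of chromosome 23 changed by -1.72 at 3 d (SE 0.585, edgeR adjusted p = 0.253).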

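SESN3 rose from 51.6 ± 3.70 FPKM (SD, n = 3) at 0 d to 368 ± 20.9 at 3 d and was back at 43.9 and 64.2 at 6 d and 9 d (3 d vs. 0 d: log2 2.83, SE 0.0663, limma adjusted p = 4.43e-10). FOXO1 likewise peaked at 3 d, with 5.26, 17.4, 5.57 and 3.50 FPKM on the 4 days (log2 1.71, SE 0.0655, limma adjusted p = 1.24e-08). So did GPAM, with 1.89, 13.4, 3.33 and 2.93 FPKM (log2 2.82, SE 0.356, limma adjusted p = 8.14e-05). PELI2 fell from 0.407 ± 0.0289 FPKM to 0.08, 0.143 and 0.107 (log2 -1.49, -1.06 and -1.29, limma adjusted p = 1.68e-06, 4.87e-05 and 1.41e-05) and was called in none of the comparisons with a pseudocount of 1 (log2 -0.38, -0.30 and -0.35). Among the lncRNAs, MSTRG.20301.1 (log2 2.80, limma adjusted p = 0.00252), MSTRG.20342.1 (log2 3.72, limma adjusted p = 0.000586) and MSTRG.11050.1 (log2 2.51, limma adjusted p = 0.0272) rose at 3 d. The 3 d libraries of MSTRG.11050.1 had 4.13, 3.23 and 0.39 FPKM, and it was called in 2 of the 6 fits without 1 of the libraries compared. MSTRG.5025.1 had 0.77 ± 0.125 FPKM at 0 d and 1.33 ± 0.41 at 3 d (SD, n = 3), and was not called (log2 0.69, limma adjusted p = 0.0821).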

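The back-spliced reads of the selected circRNAs were few. circRNA2018, an intergenic row of chromosome 16 (12470914 to 12478370), had 5, 0 and 0 reads at 0 d, 8, 19 and 12 at 3 d, 6, 4 and 4 at 6 d and 4, 0 and 4 at 9 d, with a log2 fold change of 2.67 at 3 d (SE 0.934, edgeR adjusted p = 0.326). ciRNA489 of GLIS3 had 6, 3 and 4 reads at 3 d and 0 in all other libraries (edgeR adjusted p = 0.585). ciRNA105 of FAM110B was seen at 0 d alone and was at least 1.5-fold lower at 3 d (edgeR adjusted p = 0.583). circRNA2627 of MAPK8 had 1 read in all at 0 d, then 14, 14 and 24 (at least 1.90-fold higher at 9 d, edgeR adjusted p = 0.214). None of the 4 circRNAs was called. miR-27b changed by -0.07, 0.52 and 0.89 on the log2 scale at 3, 6 and 9 d (edgeR adjusted p = 0.926, 0.0392 and 0.00116) and miR-330 by 0.03, 0.54 and 0.69 (edgeR adjusted p = 1.0, 0.0421 and 0.00792). miR-433 changed by -0.19, -0.40 and -0.50 (edgeR adjusted p = 0.557, 0.156 and 0.0513) and miR-7857-5p by -0.41, -0.53 and -0.69 (edgeR adjusted p = 0.172, 0.0461 and 0.00826). None of these miRNAs passed the log2 threshold of 1.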

The expression trends of these genes during adipogenic differentiation were highly consistent with the results of RNA-seq, demonstrating the reliability of the RNA-seq data (Fig. 8).

**Fig. 8:**
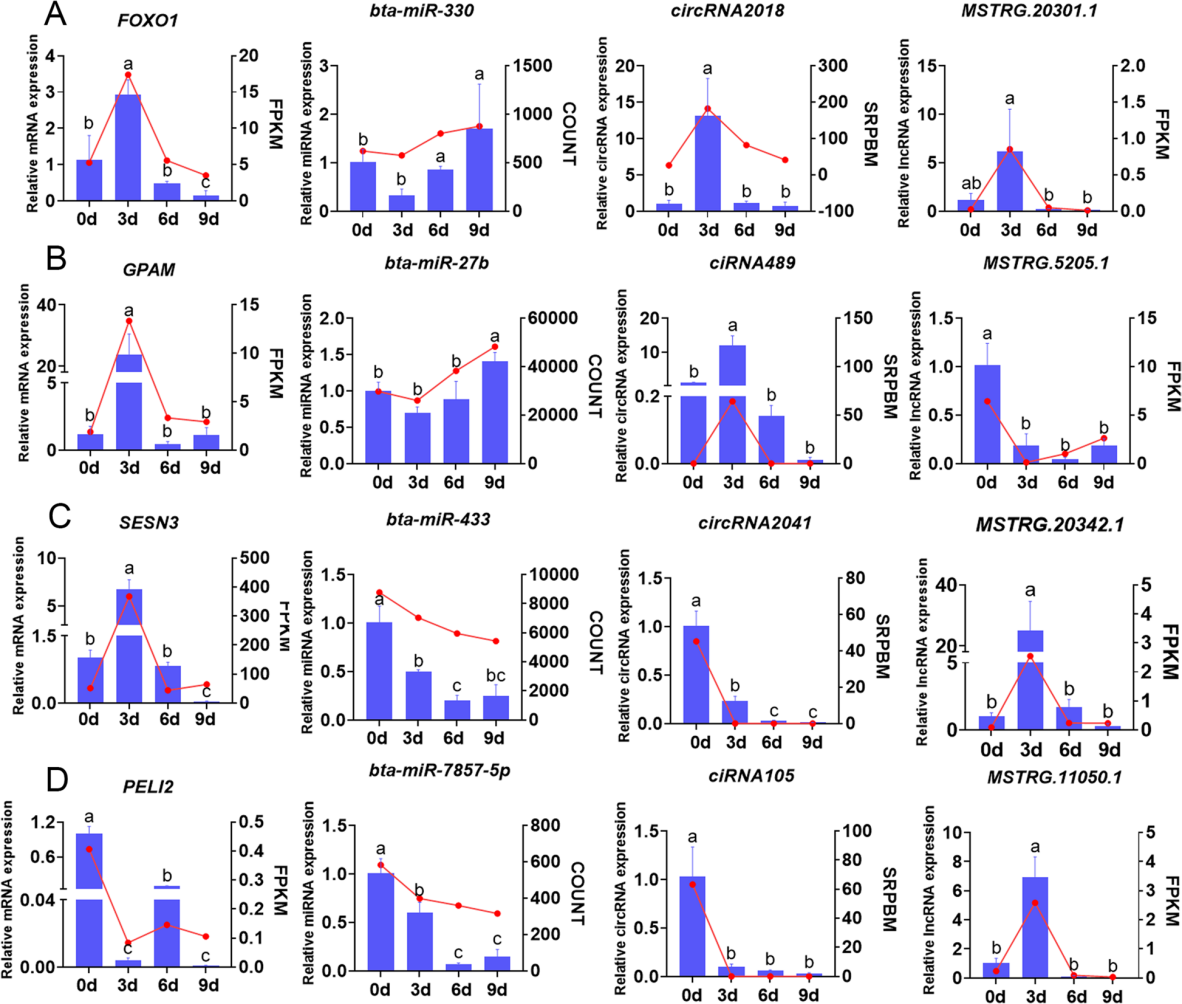
The expression level of four transcript types (mRNA, circRNA, lncRNA and miRNA) in the ceRNA network during bovine intramuscular preadipocyte differentiation. Data from qRT-PCR are shown as column (blue) and *Y*-axis on the left, while the data from RNA-seq are shown as line (red) and *Y*-axis on the right. n = 3. Different lowercase letters indicate *P* < 0.05 and the same letters indicate *P* > 0.05

## Discussion

A large body of evidence suggests that adipogenic differentiation of preadipocytes is precisely regulated by multiple cytokines, including transcription factors, signaling pathways and noncoding RNAs [27]. Some of these cytokines are well conserved functionally across species, but there is a subset of regulatory elements, such as lncRNAs, whose functions are not conserved across species [28]. This means that many previous studies focusing on humans and mice have lost their original reference value in the field of livestock production. Additionally, most studies on animal adipogenesis have focused on subcutaneous and perirenal fat [13, 15–21], with fewer studies on intramuscular adipose tissue. The origin and development of IMF are different from that of other adipose tissues, which makes it impossible to fully replicate the studies of other adipose tissues in IMF tissue as well [6–8]. Meanwhile, the molecular mechanisms of these regulatory cytokines have mostly been studied individually. However, they may in fact act synergistically in fat deposition in a more complex way. For example, a new study found that *circFLT1* and *lncCCPG1* could promote the expression of *lncSLC30A9* by adsorbing *miR-93*, and ultimately regulate the adipogenesis of bovine adipocytes through the AKT/FOS axis [29]. The above results indicate that the combined analysis of multiple regulatory elements is more beneficial for revealing the molecular mechanism and regulatory network of IMF deposition in beef cattle. In this study, whole transcriptome sequencing of the same batch of intramuscular adipocytes at different differentiation time points was performed to screen the key regulators involved in regulating bovine intramuscular preadipocyte differentiation, including mRNAs, circRNAs, lncRNAs and miRNAs.

In the present study, we annotated a total of 27,153 mRNAs, 14,070 circRNAs, 7035 lncRNAs and 427 miRNAs that were expressed during bovine intramuscular preadipocyte differentiation. The number of circRNAs annotated in this study was much higher than annotated in similar studies in bovine muscle tissue (1318 ciRNAs and 5177 circRNAs) [30, 31] and higher than the sequencing results of porcine subcutaneous adipocyte differentiation (8623 circRNAs) [21]. However, it is close to the recent circRNA-seq results of sheep muscle (11,749 circRNAs) [32]. In terms of the observed distribution of ncRNA types, the numbers of intergenic lncRNAs and canonical circRNAs accounted for the largest proportions of lncRNAs and circRNAs, respectively, and were similar to the results during porcine subcutaneous fat differentiation [21] and in line with the general rule [33, 34].

Studies have shown that the PI3K-Akt, MAPK, and FoxO signaling pathways regulate subcutaneous and visceral adipogenesis [35–38]. Recent studies have also found that these pathways are important for IMF deposition in pigs and cattle [39–41]. In this study, differentially expressed genes, including mRNAs and ncRNAs, were significantly enriched in these pathways, indicating their potential regulatory effects on bovine IMF deposition. 

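Additional file 6 lists IGF1R, MAPK14, MAPK8 and TGFBR2 as circRNA hosts of the FoxO signaling pathway and these together with CSF1, ELK4, MAP3K5 and MAPKAPK5 for MAPK signaling. The circRNA of ELK4, circRNA719, had 4, 7, 17 and 10 reads in all at 0, 3, 6 and 9 d, and that of MAP3K5, circRNA1417, had 2, 12, 7 and 16. circRNA10879 of MAPK14 was read at 9 d alone (14 reads) and shares its junction with another row. Of these hosts' circRNAs, that of IGF1R was called.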

We will explore the molecular mechanisms of these genes in the future. 

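ECM-receptor interaction lists 52 genes among the DEMs, of which 50 could be tested and 48 were called. At 3 d 11 were higher and 30 lower, at 6 d 16 and 12 and at 9 d 9 and 12. For this term and Focal adhesion together, the circRNA sheet lists 6 host genes with 6 circRNAs, which had 8 to 68 back-spliced reads over the 12 libraries. circRNA858 of ITGA3 was called at 6 d, with 32 reads in all at 0 d and 1 at 6 d. The circRNAs of TNXB (12, 0, 0 and 0 reads), TNC (3, 0, 4 and 21), LAMA2 and MAPK8 were not called.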

Meanwhile, we found that DEMs, DECs and DELs were significantly enriched in the Focal adhesion and the ECM-receptor-interaction pathways, which was consistent with the findings in goat and chicken IMF [42, 43]. Studies have found that focal adhesion kinase (FAK) and ECM-receptor interactions can regulate intramuscular adipogenesis in goats and chickens [43, 44]. IMF is rich in unsaturated fatty acids [4], and our results showed that DELs were significantly enriched in the α-linolenic acid and linoleic acid metabolism pathways. 

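For α-linolenic acid metabolism, Additional file 6 lists the cis genes PLA2G16, ACOX3, LOC614402 and LOC100336631. The first of these stands for linoleic acid metabolism too. PLA2G16 had 5.86 ± 0.215 FPKM at 0 d, 58.9 ± 1.87 at 3 d, 6.5 ± 0.947 at 6 d and 4.21 ± 0.0153 at 9 d (SD, n = 3), a log2 fold change of 3.31 at 3 d (SE 0.094, limma adjusted p = 1.56e-09). ACOX3 fell by 0.37, 0.80 and 0.75 on the log2 scale at 3, 6 and 9 d and was not called. Both LOC genes were below the tested level.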

The results suggest that DELs may also be involved in fatty acid metabolism in bovine IMF deposition.

To identify key candidate genes regulating intramuscular adipocyte differentiation, we performed WCGNA on the annotated mRNAs. The differentially expressed mRNAs among them related to adipogenesis were further identified. The obtained DEMs were then combined with DELs and DECs for coexpression network analysis to construct a circRNA/lncRNA–mRNA regulatory network in intramuscular adipocyte differentiation. 

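FABP4 had 3.30 ± 0.255 FPKM at 0 d and 91.1 ± 4.42 at 3 d (SD, n = 3), then 26.4 at 6 d and 9.07 at 9 d. Its log2 fold changes were 4.75 (SE 0.121), 2.97 and 1.42 (limma adjusted p = 7.43e-10, 7.43e-08 and 1.3e-05). PLIN2 rose from 130.0 to 668 FPKM at 3 d (log2 2.36, limma adjusted p = 7.25e-10) and stood at 245 and 218 FPKM later. Its log2 fold change at 6 d was 0.91, and 1.06 and called after rescaling of the libraries. DGAT2 had 0.04, 0 and 0.18 FPKM in the 0 d libraries and 21.8 ± 1.41 at 3 d (log2 7.12, limma adjusted p = 3.35e-08, and 4.41 with a pseudocount of 1). CEBPA stayed low, with 0.0933 ± 0.0231, 0.22 ± 0.04, 0.07 ± 0.01 and 0.05 FPKM on the 4 days (SD, n = 3). Its log2 fold change of 0.73 at 3 d (limma adjusted p = 0.00131) was under the threshold of 1, and 1.16 with a pseudocount of 0.01. FOXO1 was 0.08 above 0 d at 6 d and fell by 0.57 at 9 d on the log2 scale (limma adjusted p = 0.391 and 9.71e-05).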

We found some genes in the network, such as *FABP4*, *PLIN2*, *DGAT2*, *FOXO1* and *CEPBA*, whose roles in adipogenesis are well known. Many studies have also found that ncRNAs interact with these genes to regulate adipogenesis. For example, lncRNA MIR31HG affected adipocyte differentiation by regulating histone modifications of the *FABP4* promoter [45]. The *lncRNA ADINR* has been reported to activate *CEBPA* expression at the transcriptional level to positively regulate adipogenic differentiation [46]. circEVI5 can bind miR-4793-3p as a ceRNA to promote *FOXO1* expression [47]. More interestingly, *CEBPA* can mediate the expression of *lncRNA PLIN2* from *PLIN2* transcripts to activate the Wnt pathway [48]. Additionally, we also identified the *SH2B2* gene in the coexpression network, and our previous studies have shown that the polymorphism of the *SH2B2* gene is closely related to the growth traits of cattle [49]. These studies suggest that the mRNAs and ncRNAs we screened may serve as candidate targets for follow-up studies.

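SH2B2 rose from 0.967 ± 0.11 FPKM at 0 d to 2.78 ± 0.306 at 3 d, 2.33 ± 0.08 at 6 d and 2.46 ± 0.245 at 9 d (SD, n = 3). The log2 fold changes were 1.43 (SE 0.116), 1.19 and 1.27 (limma adjusted p = 3.04e-06, 2.76e-05 and 2.13e-05). With a pseudocount of 1 it was called in none of the comparisons. Additional file 8 connects it to 3 lncRNAs, each with a negative r (-0.9593 to -0.9511).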

miRNAs can directly target mRNAs to regulate gene expression and often interact with mRNAs and ncRNAs through the ceRNA network to play regulatory roles [50]. 

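miR-30c rose at 3 d from a normalized signal of 5667 ± 126 to 8248 ± 638 (SD, n = 3), by 0.68 on the log2 scale (edgeR adjusted p = 0.0111). miR-25 rose from 4960.0 ± 974 to 8640 ± 288 (log2 0.92, SE 0.188, edgeR adjusted p = 0.00617), under the threshold of 1. miR-23a changed by -0.24, 0.19 and 0.10 at 3, 6 and 9 d (edgeR adjusted p = 0.615, 0.648 and 0.873), and its direction at 6 d and 9 d reverses without the third 0 d library. The 3p arm of miR-27a changed by -0.22, 0.33 and 0.45 (edgeR adjusted p = 0.557, 0.308 and 0.135). Its 5p arm fell at 3 d from 438 ± 59.6 to 49.3 ± 5.91 (log2 -3.02, SE 0.263, edgeR adjusted p = 3.98e-06) and was back at 405 and 352 later. miR-24-3p changed by 0.12, 0.27 and 0.57 (edgeR adjusted p = 0.846, 0.405 and 0.056). The deposited positions of miR-23a (11838700 to 11838780) and miR-27a (11838877 to 11838957) lie next to each other on chromosome 7.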

Through differential expression and functional enrichment analyses, we identified many miRNAs, including miRNA-30c [51], miR-25-3p [52] and miR-23a ~ 27a ~ 24-2 [53], that have been found to target key genes to regulate human and bovine adipogenesis. More importantly, our results revealed several potential ceRNA regulatory networks during bovine intramuscular preadipocyte differentiation. Among them, multiple studies have reported that *SESN3*, *FOXO1*, *GPAM*, and *miR-27b* regulate adipocyte differentiation and lipid metabolism [23–26]. Furthermore, the expression levels of *SESN3, PELI2, GPAM* and *FOXO1* have been found to be regulated by the competitive binding of lncRNAs/circRNAs and miRNAs in adipogenesis or other biological processes [23, 54–58]. Finally, we further verified the expression of the genes in the ceRNA network by qRT–PCR, which demonstrated the reliability of the sequencing results in this study. Apparently, the expression trends of mRNAs and circRNAs in the ceRNA networks were largely consistent, whereas the expression patterns of miRNAs were opposite (e.g., *FOXO1*/bta-miR-330/circRNA2018, *GPAM*/bta-miR-27b/circRNA489 and *SESN3*/bta-miR-433/circRNA2627), implying that these miRNAs may target and repress the expression of these mRNAs and circRNAs. These results suggest that the genes we screened have important roles in regulating bovine IMF deposition. 

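Of the 14 circRNA and mRNA pairs in Additional file 12, 7, 6 and 7 changed in the same direction at 3, 6 and 9 d. The normalized signal of miR-330, which the network joins to FOXO1 and circRNA2018, was 621 ± 30.8 at 0 d, 576 ± 8.45 at 3 d, 802 at 6 d and 877 ± 108 at 9 d (SD, n = 3). For miR-27b, joined to GPAM and ciRNA489, it was 29780 ± 2902, 26020 ± 821, 38280 ± 2846 and 48290 ± 3875. For miR-433, joined to SESN3, it was 8777 ± 626, 7035 ± 195, 5958 ± 611 and 5428 ± 916. From opposite patterns of these miRNAs and the RNAs joined to them, the paper proposes that the miRNAs may target and repress the mRNAs and circRNAs. It also predicted the miRNA targets and measured these RNAs by qRT-PCR, neither of which was analysed here.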

We will also continue to verify the specific mechanism of action of these candidate mRNAs and noncoding RNAs.

## Conclusion

In conclusion, genome-wide identification of mRNAs, lncRNAs, circRNAs and miRNAs during bovine intramuscular adipogenesis was performed using whole transcriptome sequencing. Finally, 31 key potential genes, including 4 mRNAs, 10 circRNAs, 10 lncRNAs and 7 miRNAs, related to adipogenesis were screened and identified through WGCNA, coexpression network analysis and ceRNA mechanism analysis. Our results provide new candidate molecular markers for the selection and improvement of beef cattle, and provide a theoretical basis for studying the molecular mechanisms of key noncoding RNAs in intramuscular preadipocyte differentiation.

## Material and methods

### Isolation, culture and differentiation of bovine intramuscular preadipocytes

Intramuscular preadipocytes from the longissimus dorsi muscle in newborn Qinchuan cattle were isolated using the methods of separating intramuscular preadipocytes established in our laboratory [59]. Briefly, minced longissimus dorsi muscles were digested with collagenase type I (Gibco, NY, USA) for 1 h at 30 °C. Neutralize the digestion solution with an equal volume of DMEM/F12 medium (BI, MA, USA) containing 15% FBS (PAN-Seratech, Germany) and 1% penicillin/streptomycin (Hyclone, UT, USA) (i.e., growth medium). Pass through a cell sieve and centrifuge at 700 *g* for 10 min. Add serum-free DMEM/F12 to the sediment and wash 2 times and centrifuge at 700 *g* for 10 min. After resuspending the cells with DMEM/F12 medium containing 15% FBS, inoculate them in cell culture dishes. After incubation at 37 °C and 5% CO_2_ for 2 h, the medium and unadhered cells were removed. Wash with PBS 3 times and new growth medium was added and the medium was changed every 2 days. Adipogenic differentiation was performed by replacing complete medium containing 0.5 mM 3-Isobutyi-1-methylxanthine (IBMX, Sigma, MO, USA), 1 μM dexamethasone (Sigma) and 2 μM insulin (Sigma) when intramuscular preadipocytes reached 90% confluency, and 2 days later using complete medium containing 2 μM insulin to maintains adipogenic differentiation.

### Oil red O staining

After removal of the culture medium, the intramuscular preadipocytes were fixed with 4% paraformaldehyde (Solarbio, Beijing, China) and stained with Oil Red O dye solution (Solarbio) for 30 min. After washing off excess Oil Red O with PBS, photographs were taken using an Olympus IX71 microscope (Olympus Corporation, Tokyo, Japan).

### Cellular triglyceride assay

The levels of cellular triglyceride during the adipogenic differentiation of bovine intramuscular adipocytes were detected using the Tissue Triglyceride (TG) Content Assay Kit (Applygen Technologies, Beijing, China). Total protein concentrations were determined by the TaKaRa BCA Protein Assay Kit (Takara). All of the experiments were performed according to the manufacturer’s recommended protocol. The values obtained were normalized to the total cellular protein content and were expressed as nmol/μg protein.

### RNA isolation, library preparation, and sequencing

Intramuscular adipocytes on day 0, 3, 6 and 9 of differentiation were harvested. Cells at each time point included 3 biological replicates. RNAiso Plus Kit (Takara, Beijing, China) was used to extract cellular total RNA. NanoQuantplate™ (Infinite M200 PRO, TECAN, Switzerland) was used to measure the concentration and purity of RNA. The certified RNA was stored at 80 °C for subsequent use. Then, the RNA samples were sent to LC-BIO Bio-tech ltd (Hangzhou, China) for RNA sequencing. Strand-specific libraries were created via rRNA depletion. The average insert size for the final cDNA library was 300 bp (±50 bp). At last, we performed the paired-end 2 × 150 bp sequencing on an Illumina Novaseq™ 6000 platform at the LC-BIO Bio-tech ltd (Hangzhou, China) following the vendor’s recommended protocol.

### Identification of circRNA, lncRNA and miRNA

Trimmomatic [60] was used to remove adaptor contamination, low-quality bases, and uncertain bases from sequencing reads. FastQC v0.11.9 was used to check the sequence quality. Bowtie2 2.2.3 [61] and Hisat2 2.1.0 [62] were used to map the reads to the genome of the *Bos taurus* (ARS-UCD1.2).

Identification of circRNA: CIRCExplorer2 [63, 64] and CIRI [65] were used to denovo assemble the mapped reads to circular RNAs first. Then, tophat-fusion was used to identify back splicing reads in unmapped reads. Unique circular RNAs were produced for each sample. The above software uses default parameters for calculation.

Identification of lncRNA: After removed the other non-coding RNAs (ribosomal RNA (rRNA), transfer RNA (tRNA), small nucleolar RNA (snoRNA), and small nuclear RNA (snRNA)), the transcripts that overlapped with known mRNAs were eliminated, as were transcripts shorter than 200 bp. Then, to identify transcripts with coding potential. All transcripts with a CPC < − 1 and a CNCI < 0 were discarded [66, 67]. The remaining transcripts were classified as long non-coding RNAs (lncRNAs).

Identification of miRNA: ACGT101-miR (LC Sciences, Houston, Texas, USA) was used to eliminate adaptor dimers, trash, low complexity, common RNA families (rRNA, tRNA, snRNA, snoRNA), and repetitions from raw readings. Subsequently, BLAST searches were used to map unique sequences with lengths of 18-26 nucleotides to specific species precursors in miRBase 22.0 [68] in order to find recognized miRNAs and novel 3p- and 5p-derived miRNAs. The alignment allowed for length variance at both the 3′ and 5′ ends, and one mismatch inside the sequence. The hairpin arms with unique sequences matching to specific species mature miRNAs were recognized as known miRNAs. The sequences that mapped to the other arm of a known specific species precursor hairpin opposite the annotated mature miRNA-containing arm were novel 5p- or 3p-derived miRNA candidates.

### Analysis of differentially expressed genes (DEGs)

The fragments per kilobase of transcript per million reads mapped (FPKM) value was used to estimate the expression levels of mRNAs and lncRNAs, while the spliced reads per billion mapping (SRPBM) value was utilized to determine the amount of circRNAs, and the normalized raw counts was utilized to measure the number of miRNAs. The R package-edgeR provides statistical procedures for determining differential expression in digital gene expression data using models based on the negative binomial distribution. The *p*-values are adjusted using quasi-likelihood method to control the false discovery rates. Normalized data using Weighted trimmed mean of M-values (TMM). In three comparisons (3d versus 0d, 6d versus 0d, and 9d versus 0d), the differentially expressed genes, including mRNAs, circRNAs, lncRNAs and miRNAs, were selected with log2 (fold change) > 1 or log2 (fold change) < − 1 and adj *P* value < 0.05 by R package–edgeR [69].

### Screening potential target gene of differentially expressed circRNA/lncRNA/miRNA

According to the diverse function modes of circRNA, lncRNA, and miRNA, three screening methodologies were devised. For differentially expressed circRNAs (DECs), the host gene of them was regarded as their potential target genes. For differentially expressed lncRNAs (DELs), screened based on their genomic positional relation 100 kilobase pairs (kb) upstream and 100 kb downstream transcripts as cis-target mRNAs of lncRNAs. For DE miRNAs, obtained potential target genes of differentially expressed miRNAs (DEmiRs) based on TargetScan 8.0 [70] and miRanda 3.3 [71], and the mRNA/circRNA/lncRNA-miRNA pairs which TargetScan score > 90 and miranda energy < − 20 were reserved.

### GO and KEGG functional enrichment analysis

GO biological function enrichment analysis and KEGG signaling pathway enrichment analysis of genes were analyzed using DAVID 2021 online tool [72, 73] to explain the role of differentially expressed mRNAs (DEMs) and potential target genes of DECs, DELs and DEmiRs in the adipogenic differentiation of bovine intramuscular preadipocytes. The *p*-value of GO and KEGG enrichment was adjusted by the Fisher’s Exact Test method. The R program ggplot2 3.3.5 exhibited the top 20 adj *P*-value GO terms and signaling pathways.

### Weighted gene co-expression network analysis (WGCNA)

The weighted gene co-expression network was established using WGCNA 1.69, an R program [74]. The variance degree of each gene expression level among samples was calculated using the standardized gene expression matrix as input. The expression matrix was standardized by log2(FPKM+ 1), the top 75% of genes with the median absolute deviation (MAD) were chosen, and genes with expression levels MAD of less than 0.01 were removed in each sample. After threshold screening, power processing with a = 4 returned the scaleless adjacency matrix. The adjacency matrix was transformed into a topological overlap matrix (ToM), and the dynamic cutting technique was used to cluster and split genes using the topological difference matrix (distom = 1-tom) in order to further examine the correlation of gene expression patterns. The modules with more than 75% similarity were merged by using the default tree height cut of 0.25: MEDISSTHRES = 0.25 in WGCNA.

### Co-expression network construction

Based on possible cis-acting, host relationship, the Pearson correlation coefficient of circRNA/lncRNA-mRNA, prediction of miRNA target genes and protein-protein interaction analysis, Cytoscape software 3.8.0 [75] was used to construct the co-expression regulatory network, including DEMs, DECs and DELs, with potentially important roles in adipogenic differentiation. DECs and DELs were chosen based on host-regulatory relationships, cis-regulatory relationships, and gene expression level Pearson correlation coefficients > 0.95. The MCC plug-in built in cytoHubba was used to mark the top 30 connected nodes according to default parameters.

### Quantitative real-time PCR (qRT-PCR)

Three RNA samples per differentiation stage were reverse transcribed according to the manufacturer’s instructions using PrimeScrip RT reagent Kit with gDNA Eraser (Perfect Real Time) (Takara) and miRcute Plus miRNA First-Strand cDNA Kit (TIANGEN, Beijing, China), respectively. The CFX Connect Real-Time PCR Detection System was used to perform qRT-PCR using TB Green Premix Ex Taq II (Tli RNaseH Plus) (Takara) and miRNA Plus miRNA qPCR Kit (TIANGEN), respectively. Additional file 13 contains a list of the primers used in qRT-PCR. Meanwhile, *β–actin* and *U6* was used as the normalization controls, respectively. The 2^-ΔΔCT^ method [76] was used to calculate the relative expression levels.

### Statistical analysis

All samples were prepared with 3 biological replicates, each including 3 technical replicates. Data are expressed as mean ± SD. GraphPad Prism 9.00 (CA, USA) was used for statistical analysis and graphing. *P* values were calculated using one-way ANOVA with Tukey’s correction among multiple groups, where *P < 0.05 and **P < 0.01 indicate significant differences.

## Supplementary Information

**Additional file 1: Supplementary Table S1.** Summary of sequencing data and read-alignment statistics from RNA-seq.

**Additional file 2: Supplementary Table S2.** List of mRNAs, circRNAs and lncRNAs during bovine intramuscular preadipocyte differentiation.

**Additional file 3: Supplementary Table S3.** DE mRNAs during intramuscular preadipocyte differentiation.

**Additional file 4: Supplementary Table S4.** DE circRNAs during intramuscular preadipocyte differentiation.

**Additional file 5: Supplementary Table S5.** DE lncRNAs during intramuscular preadipocyte differentiation.

**Additional file 6: Supplementary Table S6.** GO&KEGG analysis of DE mRNAs circRNAs lncRNAs.

**Additional file 7: Supplementary Table S7.** WGCNA result of DEMs.

**Additional file 8: Supplementary Table S8.** Co-expression network of DEMs, DECs and DELs involved in adipogenesis.

**Additional file 9: Supplementary Table S9.** List of miRNAs during bovine intramuscular preadipocyte differentiation.

**Additional file 10: Supplementary Table S10.** DE miRNAs during bovine intramuscular preadipocyte differentiation.

**Additional file 11: Supplementary Table S11.** GO&KEGG analysis of DE miRNAs.

**Additional file 12: Supplementary Table S12.** ceRNA networks of DEMs, DECs, DELs and DEmiRs involved in adipogenesis.

**Additional file 13: Supplementary Table S13.** Primers used in this study.

## Data Availability

The RNA-seq data generated during the current study are available in NCBI GEO repository with accession number GSE185850. All data analyzed during this study are included in this published article and the Additional files.

## Abbreviations

ncRNA: Non-coding RNA
circRNA: Circular RNA
lncRNA: Long non-coding RNAs
miRNA: Micro RNA
ciRNA: Circular intronic RNA
ceRNA: Competing endogenous RNAs
IMF: Intramuscular fat
PPARG: Peroxisome proliferator activated receptor gamma
C/EBPA: CCAAT enhancer binding protein alpha
FABP4: Fatty acid binding protein 4
CDC10: Septin 7
WGCNA: Weighted gene co-expression network analysis
FBS: Fetal bovine serum
CIRI: CircRNA identifier
CNCI: Coding-non-coding index
CPC: Coding potential calculator
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
SnRNA: Small nuclear RNA
SnoRNA: Small nucleolar RNA
ANOVA: Analysis of variance

## References

[1] Stewart SM, Lauridsen T, Toft H, Pethick DW, Gardner GE, McGilchrist P (2021). Objective grading of eye muscle area, intramuscular fat and marbling in Australian beef and lamb. Meat Sci.

[2] Stewart SM, Gardner GE, McGilchrist P, Pethick DW, Polkinghorne R, Thompson JM (2021). Prediction of consumer palatability in beef using visual marbling scores and chemical intramuscular fat percentage. Meat Sci.

[3] Fortin A, Robertson WM, Tong AK (2005). The eating quality of Canadian pork and its relationship with intramuscular fat. Meat Sci.

[4] Joo ST, Hwang YH, Frank D (2017). Characteristics of Hanwoo cattle and health implications of consuming highly marbled Hanwoo beef. Meat Sci.

[5] Baik M, Kang HJ, Park SJ, Na SW, Piao M, Kim SY (2017). Triennial growth and development symposium: molecular mechanisms related to bovine intramuscular fat deposition in the longissimus muscle. J Anim Sci.

[6] Taga H, Bonnet M, Picard B, Zingaretti MC, Cassar-Malek I, Cinti S (2011). Adipocyte metabolism and cellularity are related to differences in adipose tissue maturity between Holstein and Charolais or blond d'Aquitaine fetuses. J Anim Sci.

[7] Keogh K, Kelly AK, Kenny DA (2021). Effect of plane of nutrition in early life on the transcriptome of visceral adipose tissue in Angus heifer calves. Sci Rep.

[8] Du M, Huang Y, Das AK, Yang Q, Duarte MS, Dodson MV (2013). Meat science and muscle biology symposium: manipulating mesenchymal progenitor cell differentiation to optimize performance and carcass value of beef cattle. J Anim Sci.

[9] Fu YY, Chen KL, Li HX, Zhou GH (2016). The adipokine Chemerin induces lipolysis and adipogenesis in bovine intramuscular adipocytes. Mol Cell Biochem.

[10] Tong B, Gao GQ, Muramatsu Y, Ohta T, Kose H, Li GP (2015). Association of the expression levels in the longissimus muscle and a SNP in the CDC10 gene with marbling in Japanese black beef cattle. Meat Sci.

[11] Adelman K, Egan E (2017). Non-coding RNA: more uses for genomic junk. Nature.

[12] Boivin V, Reulet G, Boisvert O, Couture S, Elela SA, Scott MS (2020). Reducing the structure bias of RNA-Seq reveals a large number of non-annotated non-coding RNA. Nucleic Acids Res.

[13] Sun L, Goff LA, Trapnell C, Alexander R, Lo KA, Hacisuleyman E (2013). Long noncoding RNAs regulate adipogenesis. Proc Natl Acad Sci U S A.

[14] Bartel DP (2004). MicroRNAs: genomics, biogenesis, mechanism, and function. Cell.

[15] Chen X, Raza SHA, Ma X, Wang J, Wang X, Liang C (2021). Bovine pre-adipocyte Adipogenesis is regulated by bta-miR-150 through mTOR signaling. Front Genet.

[16] Chen X, Raza SHA, Cheng G, Ma X, Wang J, Zan L. Bta-miR-376a targeting KLF15 interferes with Adipogenesis signaling pathway to promote differentiation of Qinchuan beef cattle Preadipocytes. Animals (Basel). 2020;10(12). 10.3390/ani10122362.10.3390/ani10122362PMC776385733321855

[17] Jiang R, Li H, Yang J, Shen X, Song C, Yang Z (2020). circRNA profiling reveals an abundant circFUT10 that promotes adipocyte proliferation and inhibits adipocyte differentiation via sponging let-7. Mol Ther Nucleic Acids.

[18] Shen X, Tang J, Ru W, Zhang X, Huang Y, Lei C (2020). CircINSR regulates fetal bovine muscle and fat development. Front Cell Dev Biol.

[19] Zhang S, Kang Z, Cai H, Jiang E, Pan C, Dang R (2021). Identification of novel alternative splicing of bovine lncRNA lncFAM200B and its effects on preadipocyte proliferation. J Cell Physiol.

[20] Cai H, Li M, Jian W, Song C, Huang Y, Lan X (2020). A novel lncRNA BADLNCR1 inhibits bovine adipogenesis by repressing GLRX5 expression. J Cell Mol Med.

[21] Liu X, Liu K, Shan B, Wei S, Li D, Han H (2018). A genome-wide landscape of mRNAs, lncRNAs, and circRNAs during subcutaneous adipogenesis in pigs. J Anim Sci Biotechnol.

[22] Wang J, Ren Q, Hua L, Chen J, Zhang J, Bai H, et al. Comprehensive analysis of differentially expressed mRNA, lncRNA and circRNA and their ceRNA networks in the Longissimus Dorsi muscle of two different pig breeds. Int J Mol Sci. 2019;20(5). 10.3390/ijms20051107.10.3390/ijms20051107PMC642949730836719

[23] Lin W, Zhao J, Yan M, Li X, Yang K, Wei W, et al. SESN3 inhibited SMAD3 to relieve its suppression for MiR-124, thus regulating pre-adipocyte Adipogenesis. Genes (Basel). 2021;12(12). 10.3390/genes12121852.10.3390/genes12121852PMC870126134946801

[24] Ioannilli L, Ciccarone F, Ciriolo MR. Adipose tissue and FoxO1: bridging physiology and mechanisms. Cells. 2020;9(4). 10.3390/cells9040849.10.3390/cells9040849PMC722680332244542

[25] Yu H, Zhao Z, Yu X, Li J, Lu C, Yang R (2017). Bovine lipid metabolism related gene GPAM: molecular characterization, function identification, and association analysis with fat deposition traits. Gene.

[26] Karbiener M, Fischer C, Nowitsch S, Opriessnig P, Papak C, Ailhaud G (2009). microRNA miR-27b impairs human adipocyte differentiation and targets PPARgamma. Biochem Biophys Res Commun.

[27] Ghaben AL, Scherer PE (2019). Adipogenesis and metabolic health. Nat Rev Mol Cell Biol.

[28] Rinn JL, Chang HY (2020). Long noncoding RNAs: molecular modalities to organismal functions. Annu Rev Biochem.

[29] Kang Z, Zhang S, Jiang E, Wang X, Wang Z, Chen H (2020). circFLT1 and lncCCPG1 sponges miR-93 to regulate the proliferation and differentiation of adipocytes by promoting lncSLC30A9 expression. Mol Ther Nucleic Acids.

[30] Chen M, Wei X, Song M, Jiang R, Huang K, Deng Y (2021). Circular RNA circMYBPC1 promotes skeletal muscle differentiation by targeting MyHC. Mol Ther Nucleic Acids.

[31] Yan XM, Zhang Z, Meng Y, Li HB, Gao L, Luo D (2020). Genome-wide identification and analysis of circular RNAs differentially expressed in the longissimus dorsi between Kazakh cattle and Xinjiang brown cattle. PeerJ.

[32] Bao G, Zhao F, Wang J, Liu X, Hu J, Shi B (2022). Characterization of the circRNA-miRNA-mRNA network to reveal the potential functional ceRNAs associated with dynamic changes in the meat quality of the Longissimus Thoracis muscle in Tibetan sheep at different growth stages. Front Vet Sci.

[33] La Y, He X, Zhang L, Di R, Wang X, Gan S, et al. Comprehensive analysis of differentially expressed profiles of mRNA, lncRNA, and circRNA in the uterus of seasonal reproduction sheep. Genes (Basel). 2020;11(3). 10.3390/genes11030301.10.3390/genes11030301PMC714083632178360

[34] Jin L, Tang Q, Hu S, Chen Z, Zhou X, Zeng B (2021). A pig BodyMap transcriptome reveals diverse tissue physiologies and evolutionary dynamics of transcription. Nat Commun.

[35] Cignarelli A, Genchi VA, Perrini S, Natalicchio A, Laviola L, Giorgino F. Insulin and insulin receptors in adipose tissue development. Int J Mol Sci. 2019;20(3). 10.3390/ijms20030759.10.3390/ijms20030759PMC638728730754657

[36] Xiao F, Tang CY, Tang HN, Wu HX, Hu N, Li L (2021). Long non-coding RNA 332443 inhibits Preadipocyte differentiation by targeting Runx1 and p38-MAPK and ERK1/2-MAPK signaling pathways. Front Cell Dev Biol.

[37] Yang JT, Chen YJ, Huang CW, Wang YC, Mersmann HJ, Wang PH, et al. Docosahexaenoic acid suppresses expression of Adipogenic Tetranectin through sterol regulatory element-binding protein and Forkhead box O protein in pigs. Nutrients. 2021;13(7). 10.3390/nu13072315.10.3390/nu13072315PMC830864634371822

[38] Zhao Z, Deng X, Jia J, Zhao L, Wang C, Cai Z (2022). Angiopoietin-like protein 8 (betatrophin) inhibits hepatic gluconeogenesis through PI3K/Akt signaling pathway in diabetic mice. Metabolism.

[39] Zhao C, Chen X, Wu W, Wang W, Pang W, Yang G (2016). MAT2B promotes adipogenesis by modulating SAMe levels and activating AKT/ERK pathway during porcine intramuscular preadipocyte differentiation. Exp Cell Res.

[40] Poleti MD, Regitano LCA, Souza G, Cesar ASM, Simas RC, Silva-Vignato B (2018). Longissimus dorsi muscle label-free quantitative proteomic reveals biological mechanisms associated with intramuscular fat deposition. J Proteome.

[41] Shi B, Shi X, Zuo Z, Zhao S, Zhao Z, Wang J (2022). Identification of differentially expressed genes at different post-natal development stages of longissimus dorsi muscle in Tianzhu white yak. Gene.

[42] Xiong Y, Wang Y, Xu Q, Li A, Yue Y, Ma Y (2021). LKB1 regulates goat intramuscular Adipogenesis through focal adhesion pathway. Front Physiol.

[43] Luo N, Shu J, Yuan X, Jin Y, Cui H, Zhao G (2022). Differential regulation of intramuscular fat and abdominal fat deposition in chickens. BMC Genomics.

[44] San J, Du Y, Wu G, Xu R, Yang J, Hu J (2021). Transcriptome analysis identifies signaling pathways related to meat quality in broiler chickens - the extracellular matrix (ECM) receptor interaction signaling pathway. Poult Sci.

[45] Huang Y, Jin C, Zheng Y, Li X, Zhang S, Zhang Y (2017). Knockdown of lncRNA MIR31HG inhibits adipocyte differentiation of human adipose-derived stem cells via histone modification of FABP4. Sci Rep.

[46] Xiao T, Liu L, Li H, Sun Y, Luo H, Li T (2015). Long noncoding RNA ADINR regulates Adipogenesis by transcriptionally activating C/EBPalpha. Stem Cell Reports.

[47] Yan M, Niu L, Liu J, Yao Y, Li H (2021). circEVI5 acts as a miR-4793-3p sponge to suppress the proliferation of gastric cancer. Cell Death Dis.

[48] Sun C, Luan S, Zhang G, Wang N, Shao H, Luan C (2017). CEBPA-mediated upregulation of the lncRNA PLIN2 promotes the development of chronic myelogenous leukemia via the GSK3 and Wnt/beta-catenin signaling pathways. Am J Cancer Res.

[49] Raza SHA, Khan R, Gui L, Schreurs NM, Wang X, Mei C (2020). Bioinformatics analysis and genetic polymorphisms in genomic region of the bovine SH2B2 gene and their associations with molecular breeding for body size traits in qinchuan beef cattle. Biosci Rep.

[50] Yamamura S, Imai-Sumida M, Tanaka Y, Dahiya R (2018). Interaction and cross-talk between non-coding RNAs. Cell Mol Life Sci.

[51] Karbiener M, Neuhold C, Opriessnig P, Prokesch A, Bogner-Strauss JG, Scheideler M (2011). MicroRNA-30c promotes human adipocyte differentiation and co-represses PAI-1 and ALK2. RNA Biol.

[52] Zhang F, Xiong Q, Tao H, Liu Y, Zhang N, Li XF (2021). ACOX1, regulated by C/EBPalpha and miR-25-3p, promotes bovine preadipocyte adipogenesis. J Mol Endocrinol.

[53] Wang Y, Zhang Y, Su X, Wang H, Yang W, Zan L. Cooperative and independent functions of the miR-23a~27a~24-2 cluster in bovine adipocyte Adipogenesis. Int J Mol Sci. 2018;19(12). 10.3390/ijms19123957.10.3390/ijms19123957PMC632117530544847

[54] Li S, Yang S, Qiu C, Sun D (2021). LncRNA MSC-AS1 facilitates lung adenocarcinoma through sponging miR-33b-5p to up-regulate GPAM. Biochem Cell Biol.

[55] Yang L, Yang F, Zhao H, Wang M, Zhang Y (2019). Circular RNA circCHFR facilitates the proliferation and migration of vascular smooth muscle via miR-370/FOXO1/Cyclin D1 pathway. Mol Ther Nucleic Acids.

[56] Li F, Li D, Zhang M, Sun J, Li W, Jiang R (2019). miRNA-223 targets the GPAM gene and regulates the differentiation of intramuscular adipocytes. Gene.

[57] You Q, Wang J, Jia D, Jiang L, Chang Y, Li W (2020). MiR-802 alleviates lipopolysaccharide-induced acute lung injury by targeting Peli2. Inflamm Res.

[58] Lin W, Tang Y, Zhao Y, Zhao J, Zhang L, Wei W (2020). MiR-144-3p targets FoxO1 to reduce its regulation of Adiponectin and promote Adipogenesis. Front Genet.

[59] Yang W, Tang K, Wang Y, Zhang Y, Zan L (2017). Melatonin promotes triacylglycerol accumulation via MT2 receptor during differentiation in bovine intramuscular preadipocytes. Sci Rep.

[60] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[61] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.

[62] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat Methods.

[63] Zhang XO, Dong R, Zhang Y, Zhang JL, Luo Z, Zhang J (2016). Diverse alternative back-splicing and alternative splicing landscape of circular RNAs. Genome Res.

[64] Zhang XO, Wang HB, Zhang Y, Lu X, Chen LL, Yang L (2014). Complementary sequence-mediated exon circularization. Cell.

[65] Gao Y, Wang J, Zhao F (2015). CIRI: an efficient and unbiased algorithm for de novo circular RNA identification. Genome Biol.

[66] Kong L, Zhang Y, Ye ZQ, Liu XQ, Zhao SQ, Wei L (2007). CPC: assess the protein-coding potential of transcripts using sequence features and support vector machine. Nucleic Acids Res.

[67] Sun L, Luo H, Bu D, Zhao G, Yu K, Zhang C (2013). Utilizing sequence intrinsic composition to classify protein-coding and long non-coding transcripts. Nucleic Acids Res.

[68] Kozomara A, Birgaoanu M, Griffiths-Jones S (2019). miRBase: from microRNA sequences to function. Nucleic Acids Res.

[69] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[70] McGeary SE, Lin KS, Shi CY, Pham TM, Bisaria N, Kelley GM, et al. The biochemical basis of microRNA targeting efficacy. Science. 2019;366(6472). 10.1126/science.aav1741.10.1126/science.aav1741PMC705116731806698

[71] Betel D, Koppal A, Agius P, Sander C, Leslie C (2010). Comprehensive modeling of microRNA targets predicts functional non-conserved and non-canonical sites. Genome Biol.

[72] Sherman BT, Hao M, Qiu J, Jiao X, Baseler MW, Lane HC, et al. DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). Nucleic Acids Res. 2022. 10.1093/nar/gkac194.10.1093/nar/gkac194PMC925280535325185

[73] Kanehisa M, Furumichi M, Sato Y, Ishiguro-Watanabe M, Tanabe M (2021). KEGG: integrating viruses and cellular organisms. Nucleic Acids Res.

[74] Langfelder P, Horvath S (2008). WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics.

[75] Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res.

[76] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(−Delta Delta C(T)) method. Methods.

[77] Percie du Sert N, Hurst V, Ahluwalia A, Alam S, Avey MT, Baker M (2020). The ARRIVE guidelines 2.0: updated guidelines for reporting animal research. PLoS Biol.

How the deposited data were processed for this re-analysis (not part of the article)

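RNA was measured in bovine intramuscular preadipocytes before induction (0 d) and 3, 6 and 9 d after it, with 3 libraries for each day. The 12 libraries were grouped by the day in their sample labels, and miRNA columns were assigned by day and replicate number. For mRNAs and lncRNAs the authors assembled and quantified transcripts on the bovine genome, and the deposited values are FPKM. For circRNAs the authors called back-splice junctions, and the deposited values are a count of junction reads per library and SRPBM, a signal that equals the count times 1 factor per library. For miRNAs the deposited raw values are estimated counts in which the authors split shared reads between miRNAs, and the normalized values are a signal that equals the raw value times 1 factor per library. All 4 deposited tables were used, and 0 columns of values per sample were left unused.

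Reads were not mapped again. FPKM cannot be turned back into counts here, so mRNAs and lncRNAs were tested on log2(FPKM + 0.1) with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a trend and without robust estimation), for features with a mean FPKM of at least 0.1. Counts of circRNAs (at least 5 over the 12 libraries) and rounded raw values of miRNAs (at least 10) were tested with edgeR 4.0.16 (TMM, estimateDisp, glmQLFit and glmQLFTest). Each RNA type was fitted once with all 12 libraries and a mean for each day, and 3, 6 and 9 d were each compared with 0 d. Calls need an absolute log2 fold change over 1 and a Benjamini–Hochberg adjusted p-value under 0.05 within the comparison. The paper states edgeR for its own tests. Tables were handled with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, models with R 4.3.3 and DESeq2 1.42.0 for 1 alternative, and figures with Matplotlib 3.10.9.

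In data simulated from these libraries, a log2 change of 2 was called for 89.3% of 196 changed mRNAs, 47.2% of 197 lncRNAs, 0 of 198 circRNAs and 49.0% of 200 miRNAs. A log2 change of 4 was called for 96.9%, 75.9%, 23.7% and 66.5%. Called at 3 d without a simulated change were 1 mRNA, 10 lncRNAs, 0 circRNAs and 1 miRNA beside the log2 change of 2. Beside that of 4 they numbered 1, 12, 0 and 3. A fold change against a day whose libraries all hold 3 counts or fewer is given as a lower bound against 3 counts, and none is given where both days lie at or under that level.

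Correlations between libraries were Pearson r across genes on log2(FPKM + 1), or for circRNAs and miRNAs on log2 of the counts scaled to the mean library total plus 1, with an exact permutation test over 15400 partitions. Correlation with a day used an indicator of 1 for its libraries and 0 for the others, and was tested on simulated data, where 200 of 200 genes with a step and 3 of 1800 without one passed an absolute r of 0.8. Coexpression was Pearson r on the deposited values over the connections of Additional file 8, with 20000 random pairs for comparison. The network modules, the enrichment of terms and the targets of miRNAs were not computed again, and the types of lncRNAs and the qRT-PCR values were not analysed here. Of the lists in Additional files 2, 3, 6 and 7, those held only in part were not used.

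The named RNAs follow a rule: every RNA that the results or discussion name for the study's own data or that Figs. 7 and 8 and Additional file 12 list, and for each RNA type and comparison the called feature with the largest rise and that with the largest fall whose 3 libraries of each day do not overlap (for counts, among those with at least 10 counts on 1 of the days). Marker lists were written for 8 cell types or responses before the expression tables were opened: adipocyte, skeletal muscle, glucocorticoid response, cAMP response, hypoxia, proliferation, blood and immune, and endothelial. Each list's median log2 fold change was compared with 10000 random lists of the same size.

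The alternatives were a pseudocount of 1 or 0.01, no filter or a mean FPKM of at least 1, FPKM rescaled between libraries by their median ratio, DESeq2, no filter or at least 20 counts for circRNAs and 120 for miRNAs, circRNA library sizes from mapped reads, limma on the normalized signal, a fit of only the 6 libraries compared, a block for the replicate number, unadjusted p-values, other rules of detection and leaving out each library in turn. Summing circRNA rows within 5 bp, library sizes from the reads behind SRPBM and tests of the miRNAs of Additional file 9 alone were added later. Groups were also checked by counting the calls of other splits of the same libraries.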

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

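The tests of scaling, cell types, dexamethasone and oxygen and the counts of splits in this part were chosen after the results were seen, and the test of the major histocompatibility complex region was chosen before.

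Effects differed between days for mRNAs, lncRNAs and miRNAs. In the direct comparison of 9 d with 3 d, 3157 mRNAs, 1846 lncRNAs, 10 circRNAs and 69 miRNAs were called, which tests the difference between the effects of these days. For circRNAs the 10 calls leave such a difference open. Other splits of 6 libraries gave up to 11 circRNAs in the comparisons with 0 d, and the libraries of 9 d and 3 d were not split. A difference is not excluded either, since 0 of 198 circRNAs with a simulated log2 change of 2 were called. Against 0 d, 140 mRNAs were called in opposite directions on different days. Of 100 regroupings of the 12 libraries, 1, the real one, gave as many mRNAs called in any comparison with the first group, and the same held for lncRNAs, circRNAs and miRNAs (1 of the 100 splits each). The next highest regroupings gave 3519 mRNAs, 1775 lncRNAs, 29 circRNAs and 162 miRNAs, and what these regroupings share with the days was not tested. A grouping unrelated to the days is unlikely to give such counts for mRNAs. Each day is 1 time point with its own medium history, so that time, medium and any difference in the handling of the days remain open, and no batch is given in the labels.

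The glucocorticoid-response list (13 of 15 genes tested) had a median log2 fold change of 2.94 at 3 d, 1.40 at 6 d and 0.67 at 9 d, above all 10000 random lists each time. The paper's text does not name these genes as a group, although 2 of them are among its 61 genes. At 3 d 11 were called higher and 1 lower, 12 of the list when adjusted over the list alone, and 10 of the 13 had their highest mean then. ZBTB16 went from 0.343 to 282, 80.2 and 12.3 FPKM, FKBP5 from 0.423 to 83.2 at 3 d and PDK4 from 0.94 to 62.9 at 3 d. Rescaling between libraries left the median at 3.02, and leaving out 1 library gave 2.845 to 3.017, which argues against scaling as the cause. Blood or immune cells in the 3 d cultures were expected to raise their own list, and beside CD163, which rose from 0.65 to 134 FPKM, its 3 other tested genes had a median log2 fold change of 1.23 at 3 d. That rise was met, but CD14, CSF1R and CD68, which such cells hold in abundance, stayed at 2.4 FPKM or lower beside CD163, which argues against such cells as the source. Whether the preadipocytes express CD163 was not tested. A candidate explanation is the dexamethasone of the induction medium. The expectation written for it was a fall after its withdrawal that the adipocyte list does not share. The median fell by 2.22 from 3 d to 9 d and 10 of 13 genes fell by more than 1, but the adipocyte list fell too (median -0.75). Induction took 2 days, so that 3 d and 9 d both lie after the withdrawal and this comparison does not test it. Dexamethasone cannot be told apart from the other inducers or from time in culture, since all induced libraries had received all of them.

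Skeletal muscle genes had a median of 19.3 FPKM at 0 d (16 of 20 genes tested, 14 of them with at least 1 FPKM), against 0.49 for the blood and immune list and 0.773 for the endothelial list. MYL1 had 694 FPKM, DES 393, MYOD1 268 and CKM 133, and the paper's text does not name them, although Additional file 2 lists them. The list's median log2 fold change was -1.40, -1.56 and -1.46 at 3, 6 and 9 d (-1.31, -1.41 and -1.28 after rescaling), below all 10000 random lists. On each day 11 genes were called lower, as many when adjusted over the list alone, and 14 of 16 were highest at 0 d. Muscle cells in the cultures, which were taken from muscle, cannot be told apart from expression of these genes by the preadipocytes, since the median of 19.34 FPKM is the pattern itself and no other value decides. None of the list is among the 61 genes (0).

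Hypoxia genes (15 of 16 tested) had a median log2 fold change of 0.89, 0.96 and 1.44 at 3, 6 and 9 d, and all 15 were above 0 at 9 d. The rise was not steady for all: 3 genes had their highest mean at 3 d, 5 at 6 d and 7 at 9 d. Their median level was 49.4 FPKM at 6 d and 38.8 at 9 d. Called were 6 (5 higher and 1 lower), 6 and 10 genes, the others all higher, and as many when adjusted over the list alone, among them CA9 (1.13 to 57.4 FPKM at 9 d) and VEGFA (92.3 to 224 FPKM). One of the 15 (1) is among the 61 genes. After rescaling, the median at 9 d was 1.62, which argues against scaling as the cause. miR-210, which was counted in the small RNA libraries, rose from a normalized signal of 596 ± 142 (SD, n = 3) to 10460.0 ± 1192 at 9 d, a log2 fold change of 4.30 (edgeR adjusted p = 3.5e-08, up to 0.00033 in the alternatives, where it was 4.06 to 4.45). Lower oxygen in the cultures may explain both. A rise of miR-210 was expected of it and was seen, but that rise is itself part of the pattern to be explained. It is therefore no separate test of oxygen. Other effects of time in culture were not tested, and oxygen was not measured.

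Intergenic circRNA rows of the major histocompatibility complex class I region of chromosome 23 (27782655 to 28721729) held 9385 reads, in 14 rows that span up to 196042 bp. The paper's text does not discuss the region, although circRNA2038 is in its network and 9 of the 180 circRNAs of Additional file 4 lie there. They took 10.0% to 11.2% of the circRNA reads at 0 d, 3.87% to 7.22% at 3 d, 9.88% to 12.7% at 6 d and 11.1% to 12.8% at 9 d. Class I mRNAs (3 genes) had 1067, 340, 1079 and 1298 FPKM on these days. Single rows scattered between replicates (median coefficient of variation 1.053), and their sum did so less (0.126), as was expected beforehand if reads were misplaced, although a sum of rows with more reads can also scatter less by itself. If reads of this gene family had been given different positions in different libraries, the rows of a library would trade reads. The variance of the sum over that of the rows was 0.887, with p = 0.455 (permutation test within days, one-sided, 10000 permutations), so that misplaced reads cannot be told apart from independent scatter, since 3 libraries a day are few. No biological explanation was tested for the scatter.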

How the results depend on the processing

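The alternatives were set before the data were examined, apart from summed circRNA junctions, library sizes from the reads behind SRPBM and tests of the miRNAs of Additional file 9 alone, which were chosen after seeing the data. The counts of splits were chosen only after the results were seen, except that for the correlation with a day. The cause of a change was not tested unless stated.

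For mRNAs, a pseudocount of 1 called 2184, 967 and 888 at 3, 6 and 9 d and 2716 in any comparison, and a mean FPKM of at least 1 called 1114 at 9 d because fewer genes are tested. Of the calls with a pseudocount of 1, 2163, 949 and 868 are among the main ones. The other alternatives, among them no filter (3748, 1810 and 1723), rescaling (3513, 1601 and 1486) and a pseudocount of 0.01 (3892, 1918 and 1883), stayed within 1.5 times the main counts. Across the fits that each left out one of the 6 libraries compared, counts ranged from 3483 to 3643, 1683 to 1755 and 1540 to 1688, and in any comparison, leaving out each of the 12 libraries, from 4415 to 4586. Without 3 d replicate 1, which those ranges at 6 d and 9 d do not cover, 1756 and 1700 were called there.

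Calls of lncRNAs moved more. A pseudocount of 1 gave 565, 142 and 140 (716 in any comparison), and a mean FPKM of at least 1 gave 541, 147 and 177 (678). Unadjusted p-values gave 961 at 6 d and 974 at 9 d, and fits of only the 6 libraries compared gave 232 and 247, with fewer libraries to estimate the spread. Fits that each left out one of the 6 libraries compared ranged from 1250 to 1667, 264 to 422 and 256 to 488, and in any comparison, over the 12 libraries, from 1462 to 1921. Without 3 d replicate 1, 484 were called at 6 d and 516 at 9 d. At 6 d 264 were called without 0 d replicate 1 and without 6 d replicate 2, and 283 without 6 d replicate 3. At 9 d it was 260 without 0 d replicate 1, and 295, 256 and 311 without 9 d replicates 1, 2 and 3.

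For circRNAs, DESeq2 called 3, 0 and 0 (3 in any comparison), as did a minimum of 20 counts (3, 0 and 0, and 3), and in the comparisons with 0 calls 42 and 45 had an unadjusted p-value under 0.05 with DESeq2 and 59 and 69 with the minimum. Unadjusted p-values gave 174, 138 and 177 (333 in any comparison). A replicate block called 9 at 6 d. Fits that each left out one of the 6 libraries compared ranged from 10 to 21 at 3 d, 9 to 15 at 6 d and 11 to 15 at 9 d, and over the 12 libraries from 25 to 35 in any comparison. Leaving out a library of another day gave up to 23 at 3 d, 16 at 6 d and 17 at 9 d. At 3 d 15 were called without 3 d replicate 1 or 2 and 10 without replicate 3, and at 6 d 9 without 0 d replicate 3. Summed junctions gave 17, 13 and 11. Of the 14070 circRNA rows, 5858 have 1 count in all.

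For miRNAs, tests of those of Additional file 9 alone called 41, 64 and 102 (118 in any comparison), with 417 in place of 1081 tested. Fits of only the 6 libraries compared called 34 at 3 d and 63 at 6 d, and unadjusted p-values gave 131, 185 and, in any comparison, 340. Fits that each left out one of the 6 libraries compared ranged from 47 to 80, 89 to 164 and 154 to 223, and over the 12 libraries from 192 to 254 in any comparison. DESeq2 called 76, 161 and 242.

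Replicates that bear the same number on different days might have been paired. After day means were taken off, libraries of the same number had a mean r of 0.018 for mRNAs, 0.018 for lncRNAs, 0.013 for circRNAs and 0.029 for miRNAs (18 pairs each), so that on average the numbers do not pair the libraries. Single miRNA pairs of one number ranged from -0.112 to 0.312, the latter between the third 0 d and 6 d libraries. Those of different numbers ranged from -0.233 to 0.216. With the replicate block, 3591 mRNAs, 1611 lncRNAs, 17 circRNAs and 69 miRNAs were called at 3 d. It called 131 miRNAs at 6 d, against 122 without it, and 198 at 9 d both times.

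In each comparison, 1 of the 10 splits of its 6 libraries, the real one, gave as many calls, for each of the 4 RNA types, and 10 splits cannot give a share under 0.05. The next highest splits at 3 d gave 4 mRNAs, 1 lncRNA, 11 circRNAs and 1 miRNA. For circRNAs they came nearer to the real counts at 6 d (10 against 15) and 9 d (11 against 16) than at 3 d (11 against 23). For the correlation with a day, 1 of the 100 splits gave 6535 mRNAs, and the next highest 3831. Leaving out 1 library gave 6282 to 7021.

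Detection depended on its rule. In all 3 libraries of the day, or with a mean of at least 0.1 FPKM or at least 5 counts on the day, the RNAs of single days were: for mRNAs 187 or 130 at 6 d and 244 or 113 at 9 d, for lncRNAs 109 or 120 at 3 d and, on the second rule, 66 at 6 d. For circRNAs they were 123 or 203, 166 or 274, 72 or 125 and 195 or 343 at 0, 3, 6 and 9 d, with 164 or 334 on every day. For miRNAs the first rule gave 8, 41, 53 and 11. Against the main rule (57 at 3 d and 38 at 6 d) these counts of lncRNAs are higher, while the listed counts of the other RNA types are lower.

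Coexpressed connections with r over 0.95 fell from 672 to 164 on log2 values, to 117 without the 3 d libraries and to 14 after day means were taken off. Across the fits that each left out one replicate they ranged from 572 to 673. The difference between correlations within and between days was 0.0206 to 0.0768 over its alternatives, and 0.0273 to 0.0321 without 1 library.

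Of 157 log2 fold changes of named RNAs, leaving out 1 of the libraries compared gave 936 values, of which 860 kept direction and side of the threshold, 58 were weaker, 8 stronger and 10 reversed. Among 1073 values of other alternatives these were 997, 55, 5 and 16. A pseudocount of 1 weakened 15 and DESeq2 9. The reversed values belong to 10 changes, and none of the reversed values passes the thresholds. Of the main values, only that of circRNA2074 at 3 d was called. MSTRG.5025.1 at 9 d was 0.0774 after rescaling. circRNA2018 at 9 d was -0.12 without 0 d replicate 2, -0.14 without 0 d replicate 3 and -0.06 without 9 d replicate 1. Its fitted value was up to 4.32 without 0 d replicate 1, where the remaining 0 d libraries held 0 reads. The size of that change is therefore not measured. The fitted value of circRNA2074 at 3 d was -6.48, with 0 reads in the 3 d libraries, so that its size is not measured. The value was 0.0936 after its junction was summed with the row 1 bp away. At 3 d, miR-27b was 0.057 without 0 d replicate 2, miR-6518 was -0.058 without 0 d replicate 1 and up to 0.74 without 0 d replicate 3, miR-24-3p was -0.0392 over Additional file 9, -0.0683 without 0 d replicate 3 and up to 0.25 without 0 d replicate 2, and miR-330 was -0.01063 with DESeq2, -0.006023 without a filter, -0.10 with at least 120 counts, -0.11 with limma and -0.16 over Additional file 9. miR-23a at 6 d was -0.051 over Additional file 9 and -0.0309 without 0 d replicate 3, and up to 0.41 without 0 d replicate 1. At 9 d it was -0.06821 with at least 120 counts, -0.04236 with limma, -0.14 over Additional file 9 and -0.16 without 0 d replicate 3, and up to 0.28 without 0 d replicate 1. The 5p arm of miR-27a at 6 d was -0.06049 with DESeq2, -0.14 with at least 120 counts and with limma, -0.20 over Additional file 9, -0.08422 without 0 d replicate 3, -0.18 without 6 d replicate 3 and up to 0.19 without 6 d replicate 1.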

Differences from the paper's values

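Called circRNAs numbered 34 against the paper's 181, and by comparison 23, 15 and 16 at 3, 6 and 9 d against the paper's 91, 54 and 93 (Additional file 4). None of the alternatives set before the data were examined closed these gaps by itself: unadjusted p-values gave 333 in any comparison and 174, 138 and 177. Combined with unadjusted p-values and a log2 change over 1, a minimum of 20 counts gave 59 at 6 d and 65 at 9 d. DESeq2 gave 41 and 42 in that way. These counts are nearer to the paper's 54 and 93. The lists of Additional files 4 and 5 mark RNAs by unadjusted p-values. By the paper's own adjusted p-values under 0.05 they hold 11, 0 and 7 circRNAs and 112, 44 and 50 lncRNAs at 3, 6 and 9 d, and Additional file 10 gives p-values of t-tests.

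Called lncRNAs numbered 2001 against the paper's 501. Of the alternatives set before the data were examined, a pseudocount of 1 (716) and a mean FPKM of at least 1 (678) came within 1.5 times the paper's value, and the others did not. At 3 d 1612 stood against the paper's 347, and no alternative closed the gap. At 6 d 440 stood against the paper's 120, with 142 at a pseudocount of 1 and 147 at a mean FPKM of at least 1, and at 9 d 469 against the paper's 133, with 140 and 177. The other alternatives did not close these gaps.

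Called miRNAs numbered 226 against the paper's 77, and 198 at 9 d against the paper's 60, which no alternative closed. At 3 d 69 stood against the paper's 27, and a fit of only the 6 libraries compared gave 34. At 6 d 122 stood against the paper's 45, and that fit gave 63. Tests of the miRNAs of Additional file 9 alone, chosen after seeing the values, gave 64 there. The other alternatives did not close the gaps.

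The miRNAs above 0 in at least 1 library numbered 1330 against the paper's 427. Detected on every day were 777 against the paper's 82 and at 0 d alone 66 against the paper's 32, and no alternative closed either. The counts by day are over all 1330 deposited names. Detection among the 427 miRNAs of Additional file 9 alone was not counted, so that the sets compared may differ. At 3 d alone 63 stood against the paper's 31 and at 6 d alone 111 against the paper's 56. Detection in all 3 libraries of the day gave 41 and 53, and the rule of at least 5 counts did not close the gaps.

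Of the RNAs of the ceRNA network 19 were called against the paper's 31, with 2 circRNAs against the paper's 10 and 3 miRNAs against the paper's 7. At unadjusted p-values 26 of all and 9 of the circRNAs were called, which lies within 1.5 times the paper's values, and the miRNAs stayed at 3.

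The first principal component of the mRNAs held 46.8% of the variance, or 36.5% when each mRNA was scaled, against the paper's value of about 24% in Fig. 2A, read by eye. The share of ciRNAs was 9.68% of the rows against the paper's value of about 6.2% in Fig. 2B, read by eye.

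The paper states that all RNAs of its ceRNA network are differentially expressed. Here miR-27b, miR-330, miR-433 and miR-7857-5p were called in 0 comparisons, with the largest log2 change 0.89 (miR-27b at 9 d), and none of these miRNAs is in Additional file 10. They were called under none of the alternatives apart from miR-27b, in 1 of the fits that left out 1 library. ciRNA105, ciRNA489, ciRNA823, circRNA1948, circRNA2018, circRNA2038, circRNA2041 and circRNA5454 were not called either.

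The paper states that the miRNAs of its axes run opposite to the mRNAs and circRNAs. Here miR-27b and miR-330 were higher than at 0 d on 6 d and 9 d (log2 0.52 and 0.54 at 6 d). Both had their lowest mean signal at 3 d (26020 and 576), when GPAM and FOXO1 were highest, and at 9 d miR-330 rose (log2 0.69) while FOXO1 fell (log2 -0.57). Opposite directions of miRNA and mRNA were seen in 3, 1 and 3 of 7 pairs at 3, 6 and 9 d. The count at 3 d is not firm. There miR-330 and miR-6518, counted as the same direction, and miR-27b, counted as opposite, each reversed in at least 1 alternative. The paper names circRNA2627 and MSTRG.5025.1 among the RNAs of its axes, and Additional file 12 holds neither, although it holds MSTRG.5205.1. The paper's text writes ciRNA489, as Additional file 12 does, and in the discussion circRNA489. MSTRG.5025.1 was not called (log2 0.69 at 3 d).

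The paper places C/EBPA in the network with ncRNAs. In Additional file 8 its connections are with mRNAs, and it was not called here, apart from 3 d with a pseudocount of 0.01 (log2 1.16). The paper states that the first base of its miRNAs is uridine, which held for 44.7% of the miRNAs of Additional file 9. It names miR-30c, miR-25-3p and the cluster of miR-23a, miR-27a and miR-24-2 among those found by differential expression and enrichment. Of these only the 5p arm of miR-27a was called (log2 -3.02 at 3 d), and miR-25 was called without 0 d replicate 1 (log2 1.07 at 3 d and 1.04 at 9 d). The paper reads differences between groups from its heatmaps. In the clustering here, single lncRNA and circRNA libraries split off before 6 d and 9 d separated.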

Other observations

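In this part, the tests of the share of reads behind SRPBM and of summed circRNA calls were chosen only after the results were seen.

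The third 0 d miRNA library lay apart. On log2 of the counts scaled to the mean total of the 0 d libraries, r between 0 d replicates 1 and 2 was 0.964, against 0.921 and 0.912 with replicate 3, a gap of 0.0432. Of 262 abundant miRNAs at 0 d, 91 differed by more than 1 on the log2 scale between replicate 3 and the other two (21 higher and 70 lower), and 1 between replicates 1 and 2. Its depth argues little for a cause: after the others were drawn down to its total, the gap was 0.0411 (lowest of 100 draws 0.0397). Reads outside the miRNAs of Additional file 9 are not the whole cause either, since over these miRNAs the gap was 0.0291 (95% interval 0.0175 to 0.0415 from 1000 bootstrap draws of miRNAs). A difference in the cells or in the making of this library may remain and was not tested.

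Levels of lncRNAs differed between libraries of one day. Within days, the median lncRNA level followed the share of mapped reads that the SRPBM count with r = -0.745 (exact permutation within days, p = 0.0177, 1296 permutations) and a rank correlation of -0.625 (exact permutation p = 0.113), and r was -0.756 without the libraries farthest from the median share. For mRNAs r was 0.913 (exact permutation p = 0.00309) and the rank correlation 0.875 (exact permutation p = 0.0139). The share may reflect a property of the libraries, such as the amount of unspliced or unassigned RNA, that moves lncRNA levels and that the FPKM do not remove. The rank test does not reach a p-value under 0.05 for lncRNAs, and what the share measures stays open. No biological explanation was tested.

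Of the 34 called circRNAs, 11 share a junction with another row within 5 bp, and after summing 3 of the 11 were still called (SCP2 circRNA4383, REV3L circRNA5443 and PDLIM7 ciRNA75). Among the 4541 combinations of shared junction and library with reads, 78 (1.72%) had reads in more than 1 row, where random draws of the rows gave 1735.2. RMDN2 shows this: circRNA1045 had 15, 9 and 7 reads at 0 d and 0 at 3 d, and circRNA5844, whose start lies 1 bp away, had 0 at 0 d and 5, 7 and 29 at 3 d. This is consistent with 1 junction being listed at different positions in different libraries, which may produce calls without a change of the RNA. Shifted positions are not the whole cause of the scatter between replicates, since the biological coefficient of variation after summing was still 0.841 of that before. The cause of the shifted positions was not tested. Of the 180 circRNAs of Additional file 4, 60 share a junction with another row.

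Adipocyte genes (18 of 20 tested, 7 of them among the 61 genes) had a median log2 fold change of 2.00 at 3 d, 0.90 at 6 d and 0.71 at 9 d, above all 10000 random lists, and 12 of 18 had their highest mean at 3 d. Called were 14 (12 higher and 2 lower), 8 and 8, with 14, 8 and 8 adjusted over the list alone. From 3 d to 9 d the median was -0.75, and -0.66 after rescaling, which argues against scaling as the cause. The fall with the later days may reflect the time since the withdrawal of the inducers or the time in culture, which the design does not separate.

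The other lists gave these values. The cAMP-response list (14 of 15 tested, 3 among the 61) had medians of 0.61, 0.04 and 0.80, at the 99.85, 92.4 and 100 percentiles of random lists, with 4, 3 (1 higher and 2 lower) and 4 genes called and as many adjusted over the list alone. Proliferation genes (16 tested, 0 among the 61) had 0.35, -0.01 and -0.28 (percentiles 98.1, 82.4 and 18.8), with 0 called and 0 adjusted over the list alone, beside 8, 4 and 12 with an unadjusted p-value under 0.05. Blood and immune genes (4 of 10 tested, 0 among the 61) had 1.47, 0.49 and 0.89, with 3, 1 and 2 called and as many adjusted over the list alone. Endothelial genes (3 of 8 tested, 0 among the 61) had -0.33, -0.12 and 0.09, with 0, 0 and 1 called and as many adjusted over the list alone, beside 3 and 0 with an unadjusted p-value under 0.05 at 3 d and 6 d. The 8 lists share 0 genes.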
